# BCAT1 Associates with DNA Repair Proteins KU70 and KU80 and Contributes to Regulate DNA Repair in T-Cell Acute Lymphoblastic Leukemia (T-ALL)

**DOI:** 10.3390/ijms252413571

**Published:** 2024-12-18

**Authors:** Valeria Tosello, Chiara Rompietti, Adonia E. Papathanassiu, Giorgio Arrigoni, Erich Piovan

**Keywords:** T-cell lymphoblastic leukemia, metabolism, BCAT1, leukemia growth

## Abstract

Increased expression of branched-chain amino acid (BCAA) transaminase 1 (BCAT1) often correlates with tumor aggressiveness and drug resistance in cancer. We have recently reported that BCAT1 was overexpressed in a subgroup of T-cell acute lymphoblastic (T-ALL) samples, especially those with NOTCH1 activating mutations. Interestingly, BCAT1-depleted cells showed pronounced sensitivity to DNA-damaging agents such as etoposide; however, how BCAT1 regulates this sensitivity remains uncertain. Here, we provide further clues on its chemo-sensitizing effect. Indeed, BCAT1 protein regulates the non-homologous end joining (c-NHEJ) DNA repair pathway by physically associating with the KU70/KU80 heterodimer. BCAT1 inhibition during active repair of DNA double-strand breaks (DSBs) led to increased KU70/KU80 acetylation and impaired c-NHEJ repair, a dramatic increase in DSBs, and ultimately cell death. Our results suggest that, in T-ALL, BCAT1 possesses non-metabolic functions that confer a drug resistance mechanism and that targeting BCAT1 activity presents a novel strategy to improve chemotherapy response in T-ALL patients.

## 1. Introduction

T-cell acute lymphoblastic leukemia (T-ALL) is an aggressive hematological malignancy accounting for ≈15% of pediatric and ≈25% of adult ALL cases, treated with intensive chemotherapy regimens [1,2]. Although advances in therapeutic regimens have been recorded, a significant fraction of patients relapse and/or present life-threatening therapy-related toxicities. Genetically, T-ALL is a heterogeneous disease, where a wide spectrum of genetic alterations and microenvironmental cues cooperate to induce leukemia [3,4]. Gain-of-function mutations in *NOTCH1* are highly prevalent genetic lesions found in T-ALL [5]. *NOTCH1* mutations hijack the physiological role of NOTCH signaling during thymic development in promoting T-cell lineage specification, cell growth, and proliferation. Constitutive NOTCH1 signaling in T-ALL determines the transcriptional activation of an array of anabolic pathways involved in cell growth, including ribosome biosynthesis, protein translation, and nucleotide and amino acid metabolism [6,7]. Interestingly, NOTCH1 is a negative regulator of DNA damage response (DDR) through binding and inhibiting of the ATM (Ataxia-Telangiectasia Mutated) Ser/Thr kinase [8]. This supports a role for NOTCH1 activation in favoring the onset of genetic alterations in T-ALL, which are thought to be driven by errant DNA repair.

Branched-chain amino acid transaminase 1 (BCAT1) is the cytosolic enzyme commonly responsible for the reversible transfer of an amino group from leucine, isoleucine, and valine to alpha-ketoglutarate (α-KG) to form glutamate and the corresponding α-ketoacid [9]. We recently reported that Bcat1 was overexpressed following NOTCH1-induced transformation of leukemic progenitors and that NOTCH1 directly controlled BCAT1 expression by binding to a *BCAT1* promoter [10]. In murine T-ALL cells, Bcat1 depletion or inhibition redirected leucine metabolism towards production of 3-hydroxy butyrate (3-HB). Further, BCAT1-depleted cells showed altered protein acetylation levels, which correlated with an increased sensitivity to DNA-damaging agents such as etoposide. Here, we provide further insight on how BCAT1 regulates chemosensitivity in T-ALL cells. Specifically, we found that BCAT1 depletion was associated with ineffective DNA damage signaling and transcriptional response following DNA damage. BCAT1 was found to physically associate with the XRCC5 (KU80) and XRCC6 (KU70) proteins implicated in non-homologous end joining (c-NHEJ). BCAT1 depletion led to increased KU70 acetylation, impaired c-NHEJ repair with increased DNA damage and cell death, especially when combined with a genotoxic insult.

## 2. Results

### 2.1. BCAT1 Depletion Activates an Ineffective DNA Damage Transcriptional Response

We recently described that BCAT1 depletion sensitizes T-ALL cells to DNA-damaging agents such as etoposide [10]. The mechanism behind this effect is still ill-defined. To gain further insight on the cellular mechanisms involved in BCAT1-mediated chemoresistance, we performed gene expression profiling by mRNA-seq in a T-ALL cell line expressing high levels of BCAT1 and relatively resistant to DNA-damaging agents such as CCRF-CEM cells. These cells were transduced with control or two *BCAT1*-targeting shRNAs and treated with etoposide or vehicle for 24 h. 

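The messenger RNA of CCRF-CEM cells, a line from a human T-cell leukemia, was sequenced in 18 libraries, 3 for each of 6 groups. The cells carried the control shRNA (shCTRL) or 1 of 2 shRNAs against BCAT1, called sh223 and sh329 here after the sample labels, and received DMSO or 1 µM etoposide, a topoisomerase II poison that leaves breaks in DNA, for 24 h. Which of the shRNAs is #1 and which is #2 is not given in the sources used here. The libraries were stranded and read from both ends, and the reads were mapped with STAR at its default settings, of which the uniquely mapped ones were counted. The submitters' processing notes name Trim Galore, STAR, Subread and DESeq2. The header of the count table names featureCounts 1.5.2, which counted read pairs on the reverse strand (setting 2) when both ends mapped to 1 chromosome and at least 25 bases lay in RefSeq exons of the human build hg38. The notes name the mouse build mm10, whereas the gene names, positions and annotation of the count table are those of hg38. Read pairs assigned to genes numbered 28840104 to 37777895 per library in shCTRL cells under DMSO (median 33688008) and 27693398 to 31453553 under etoposide (median 27809837). They numbered 25747944 to 30418091 in sh223 cells under DMSO (median 30324274) and 28595142 to 38447644 under etoposide (median 35843838). In sh329 cells the range was 32258730 to 45439217 under DMSO (median 32694056) and 26213487 to 30128345 under etoposide (median 26812194). From these raw counts, 14359 genes with enough reads were tested with edgeR's quasi-likelihood test in 1 fit of 4 groups, in which the libraries of both shRNAs form the shBCAT1 group of each treatment. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold, the thresholds of the paper. The paper's methods say that the cells were treated in triplicate. Whether the replicates also come from separate transductions is not given in the sources used here, so the p-values measure the spread between these libraries and not between transduced lines. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.37 over genes. The comparisons, the rule for the genes named and the 35 gene lists were fixed before the data were examined, but after Tables S1 and S2 and Figure 1 had been read, and the keratinocyte, macrophage and duplicated gene lists were written because those tables hold such genes. Leaving out single libraries in the tests of gene lists, apart from other alternatives named as such, was added after seeing the data, as was a fit with the replicate number as a block among the shCTRL libraries. Members of a list were counted at an adjusted p under 0.05 without a minimum fold, and each list was tested against the other genes with camera. The column names carry 2 project numbers, one for the 6 libraries of sh223 under etoposide and sh329 under DMSO, the other for the remaining 12, so that the project cannot be separated from the combination of shRNA and treatment. The shBCAT1 libraries among these 12 are sh223 under DMSO and sh329 under etoposide, so in the 12 alone the etoposide response of shBCAT1 cells and the interaction also compare one shRNA with the other. With 1 shRNA alone, the etoposide response of shBCAT1 cells and the interaction instead compare one project with the other. So do sh329 with shCTRL under DMSO and sh223 with shCTRL under etoposide. KRT5, a keratin of epithelial cells, was at 5.29 CPM (counts scaled by library size) or more in each of those 6 libraries and at 0.0996 or less in each of the 12. The library labelled shCTRL etoposide replicate 3 stood apart from its group: ribosomal protein genes took 19.3% of its reads and 7.55% to 11.5% in the other libraries, and 4180 genes differed at least 2-fold between it and the mean of replicates 1 and 2.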

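BCAT1, the cytosolic branched-chain amino acid transaminase that the shRNAs target, lies on the minus strand of chromosome 12 from 24810024 to 24949459 in hg38 (Entrez gene 586). Under DMSO its RNA stood at 327 ± 21.7 CPM in shCTRL cells, 243 ± 1.92 in sh223 cells and 169 ± 6.88 in sh329 cells (mean ± SD, n = 3 libraries each). Under etoposide it stood at 153 ± 11.1 in sh223 cells and 211 ± 8.75 in sh329 cells, against a mean of 258 in shCTRL cells (SD, n = 3 each). With the shRNAs together, BCAT1 RNA was lower than in shCTRL cells under DMSO, with a log2 fold change of -0.65 (standard error 0.18, adjusted p = 0.0203 by edgeR), and under etoposide, with -0.68 (standard error 0.18, adjusted p = 0.00681 by edgeR). All 6 shBCAT1 libraries lay below all 3 shCTRL libraries under DMSO (two-sided exact permutation test, p = 0.0119, the smallest that 6 against 3 libraries can give). Under etoposide the library labelled shCTRL etoposide replicate 3 held 134 CPM, below every shBCAT1 library on this scale, which leaves out edgeR's scaling factors (TMM). The other shCTRL libraries held 313 and 327 (two-sided exact permutation test over all 9 libraries on this scale, p = 0.131). The TMM factor of replicate 3 was 0.770, and those of the shBCAT1 libraries under etoposide were 1.07 to 1.14. With these factors replicate 3 does not lie below every shBCAT1 library. In CPM without TMM factors the direction under etoposide goes against the label of that library. Without that library the exact permutation test gives p = 0.0357, the smallest possible for those libraries. In the paper's Figure 3E the BCAT1 protein band is weaker with either shRNA than with shCTRL before and after etoposide, which does not settle that label. Etoposide itself left BCAT1 RNA at a log2 fold change of -0.35 ± 0.21 in shCTRL cells (adjusted p = 0.243 by edgeR) and -0.38 ± 0.15 in shBCAT1 cells (adjusted p = 0.0536 by edgeR). In shBCAT1 cells it was -0.81 with sh223 alone, which passed the test, and 0.05 with sh329 alone, which did not. The difference over both shRNAs also passed without the library just named and with the replicate number as a block among the shCTRL libraries. The values with 1 shRNA alone set one project against the other. Mean CPM of the shBCAT1 groups were 153 and 169 in the project of 6 libraries and 243 and 211 in the other. Response and project cannot be separated in these values. The DMSO difference did not pass edgeR's test when shCTRL DMSO replicate 1, 2 or 3 was left out (-0.62, -0.64 and -0.68), with sh223 alone (-0.43) or with the 12 libraries of 1 project alone (-0.44). In those 12 libraries the etoposide difference was -0.47 and did not pass, and with offsets for GC content and gene length, an alternative added after seeing the data, it was -1.10.

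**Figure D1:**
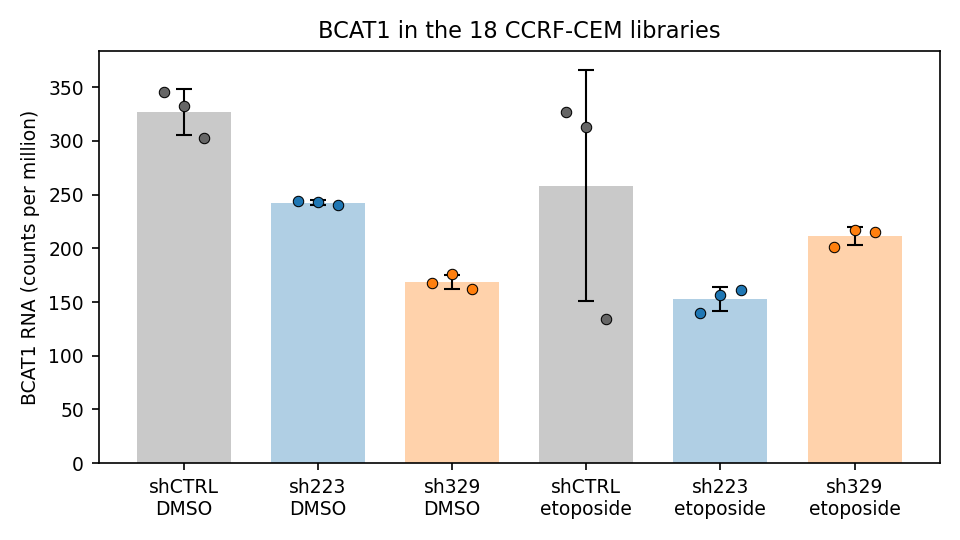
BCAT1 RNA in CPM, without TMM factors, in each of the 18 libraries. Each point is 1 library, bars are the means of the 6 groups of 3 and error bars are 1 SD. The shBCAT1 libraries under DMSO lie between 162 and 244 CPM, below the 303 to 345 of the shCTRL libraries, and 1 shCTRL library under etoposide lies at 134.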

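Under DMSO, HERC5, an interferon-induced ligase of the ubiquitin-like protein ISG15, was the gene that fell furthest in BCAT1-depleted cells among those named, with a log2 fold change of -6.30 (standard error 0.31, adjusted p = 9.62e-10 by edgeR). PLIN2, which coats lipid droplets, fell by 4.69 ± 0.36 on the log2 scale, PLEK, a substrate of protein kinase C, by 2.93 ± 0.17, PRKCH, a protein kinase C, by 2.68 ± 0.16, and TNFRSF18, a co-stimulatory receptor of T cells, by 2.66 ± 0.34 (standard errors, adjusted p of 4.5e-05 or less by edgeR). Among the genes that rose were ARPP21 (2.91 ± 0.33), the lysosomal protease CTSH (2.54 ± 0.26), the WNT ligand WNT10A (2.47 ± 0.13) and RIPOR2, an inhibitor of RhoA (2.34 ± 0.13), with adjusted p of 1.36e-05 or less by edgeR. CTAG2, a cancer-testis antigen, rose by 4.02 ± 0.42 (adjusted p = 5.11e-06 by edgeR), but 45% of its sequence in pieces of 50 bases is shared with other genes, so its reads cannot be assigned to it with certainty. Of 47 interferon-stimulated genes, 17 fell and 3 rose by edgeR (20 and 3 when adjusted over the list alone), with a median log2 fold change of -0.37 (camera, adjusted p = 4.43e-11). The antiviral enzyme OAS2 (-2.13 ± 0.17) and the ISG15 ligase family member HERC6 (-1.59 ± 0.10) were among those that fell, and EPSTI1 (0.72 ± 0.08) among those that rose (adjusted p of 1.03e-05 or less by edgeR). Of 27 T-lineage genes, 9 rose and 0 fell by edgeR (10 and 2 when adjusted over the list alone), with a median of 0.09 (camera, adjusted p = 0.00694). With sh329 alone the median was 0.10, with 10 that rose and 1 that fell, but camera's call ended. When 1 library was left out the median lay between 0.02, without sh329 DMSO replicate 1, and 0.14, without shCTRL DMSO replicate 2. Without the library labelled shCTRL etoposide replicate 3, 11 T-lineage genes rose and 5 fell, and 28 interferon-stimulated genes fell and 5 rose (10 and 1 in the 12 libraries of 1 project, median -0.40). The T-lineage genes that rose included RAG2, a subunit of the V(D)J recombinase (1.32 ± 0.15), the T-cell transcription factor TCF7 (0.54 ± 0.07), the surface receptor CD5 (0.78 ± 0.10) and the leukemia-associated LIM protein LMO2 (0.50 ± 0.07), with adjusted p of 8.35e-05 or less by edgeR. Genes of other cell types and of duplicated families moved too. Of 27 keratinocyte and epithelial markers, 3 rose and 0 fell by edgeR (6 and 0 when adjusted over the list alone), with a median of 2.64 (camera, adjusted p = 0.0248, and adjusted p = 0.977 with an estimated correlation). The list was written from Tables S1 and S2 and is no independent evidence of a direction. Its call ended without the library labelled shCTRL etoposide replicate 3 (2.64) and without sh329 DMSO replicate 1, 2 or 3 (2.44, 2.42 and 2.40), and its median was -0.52 in the 12 libraries of 1 project and 0.00 with sh223 alone, but 3.59 with sh329 alone, where 18 of 27 rose (camera, adjusted p = 2.29e-24). The call also ended with the replicate number as a block among the shCTRL libraries (median 2.71). The tally of these markers was 9 that rose and 2 that fell without the library labelled shCTRL etoposide replicate 3. CDH1, the epithelial cadherin, was at 4.91 ± 1.33 (adjusted p = 0.0221 by edgeR) and DSP, desmoplakin of epithelial junctions, at 7.06 ± 2.03 (adjusted p = 0.0304 by edgeR). Neither passed without shCTRL DMSO replicate 1, 2 or 3 (CDH1 4.46, 6.72 and 4.54, DSP 7.05, 7.04 and 7.06) or with sh223 alone, nor did DSP without sh329 DMSO replicate 3 (6.82). Of 55 genes of duplicated families, which share reads with near-identical copies, 4 rose and 0 fell by edgeR (3 and 0 when adjusted over the list alone). The tally was 11 and 0 without the library labelled shCTRL etoposide replicate 3. Their median was 1.04 (camera, adjusted p = 0.000173, and adjusted p = 0.977 with an estimated correlation), but 0.05 with sh223 alone. It was 1.64 with sh329 alone, where 46 rose (camera, adjusted p = 1.37e-49). In all, 281 genes were higher and 310 lower in shBCAT1 than in shCTRL cells at the thresholds of the paper, and 977 and 989 without a minimum fold (edgeR's quasi-likelihood test). For 565 of the 591 called genes every library of one group lay above every library of the other, which chance gives for 2.38% of genes not picked, as these were, for a difference between the groups. Table S1 lists 628 genes, of which 576 were tested here, 572 in the same direction, and 222 of its upregulated and 254 of its downregulated genes were called the same way. With sh329 alone 1106 genes were called, and in the 12 libraries of 1 project 345.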

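Under etoposide, genes of glycolysis, cholesterol synthesis, interferon signaling and mitosis were lower in BCAT1-depleted cells than in control cells. Of 24 genes of glycolysis and hypoxia, 19 fell and 1 rose by edgeR (19 and 1 when adjusted over the list alone), with a median log2 fold change of -0.63 (camera, adjusted p = 1.11e-10). They included the hypoxia-induced NDRG1 (-0.87 ± 0.05), the glucose transporter SLC2A3 (-0.83 ± 0.07) and the glycolytic enzymes PGK1 (-0.80 ± 0.07) and HK1 (-0.71 ± 0.07), with adjusted p of 1.21e-06 or less by edgeR. Of 24 genes of cholesterol synthesis, 13 fell and 0 rose by edgeR (15 and 1 when adjusted over the list alone), with a median of -0.42 (camera, adjusted p = 0.000131). FDFT1, the squalene synthase, was at -0.97 ± 0.06, the sterol oxidase MSMO1 at -1.53 ± 0.15 and the sterol sensor INSIG1 at -1.10 ± 0.16 (adjusted p of 6.51e-05 or less by edgeR). Of 47 interferon-stimulated genes, 23 fell and 6 rose by edgeR (24 and 6 when adjusted over the list alone), with a median of -0.45 (camera, adjusted p = 5.28e-06). HERC5 again stood lowest at -6.29 ± 0.31, and the 2',5'-oligoadenylate synthetases OAS2 and OAS1 were at -2.08 ± 0.17 and -1.34 ± 0.14 (adjusted p of 1.75e-06 or less by edgeR). Of 35 genes of the G2/M phase and mitosis, 18 fell and 0 rose by edgeR (18 and 0 when adjusted over the list alone), with a median of -0.37 (camera, adjusted p = 4.88e-05), or -0.24 without shCTRL etoposide replicate 1. In the fit that leaves out the library labelled shCTRL etoposide replicate 3, 30 of them fell and 0 rose, and of the genes of cholesterol synthesis 15 fell and 3 rose. In the 12 libraries of 1 project 5 genes of cholesterol synthesis fell (median -0.32, camera, adjusted p = 0.000529), and 14 interferon-stimulated genes fell and 1 rose (median -0.39). The mitotic kinases PLK1 and AURKA were at -0.84 ± 0.06 and -0.70 ± 0.06, and cyclin B1 (CCNB1) at -0.75 ± 0.07, with adjusted p of 5.46e-07 or less by edgeR. Of 15 replication-dependent histone genes, 7 fell and 0 rose by edgeR (12 and 0 when adjusted over the list alone), with a median of -1.59 (camera, adjusted p = 0.0223, and adjusted p = 0.615 with an estimated correlation). Their RNAs lack poly(A) tails, and without the library labelled shCTRL etoposide replicate 3 the median was -0.36 and the call ended. It also ended with the replicate number as a block among the shCTRL libraries (-1.27) and with offsets for GC content and gene length (-0.84). RN7SK, a short noncoding RNA whose sequence is shared with other loci over its whole length, was at -3.10 ± 0.51 (adjusted p = 0.00022 by edgeR) and at -1.41 without that library. Beyond these lists, PRKCH fell by 3.65 ± 0.16, PLIN2 by 5.40 ± 0.38 and the junctional membrane protein JPH2 by 3.41 ± 0.19 on the log2 scale, while the chloride channel gene BEST1 rose by 3.07 ± 0.21, ARPP21 by 2.68 ± 0.33 and CTAG2 by 3.28 ± 0.40 (adjusted p of 1.56e-05 or less by edgeR). Of 55 genes of duplicated families, 18 rose and 2 fell by edgeR (24 and 2 when adjusted over the list alone), with a median of 1.32 (camera, adjusted p = 0.000599, and adjusted p = 0.712 with an estimated correlation). Their median was 0.20 with sh329 alone, where 7 rose and 2 fell, and did not pass. Nor did it pass without the library labelled shCTRL etoposide replicate 3, at 1.10, where 6 rose and 0 fell. It was 1.99 with sh223 alone, where 49 rose and 3 fell (camera, adjusted p = 9.34e-39). One of them, NPIPB5, shares 92.8% of its sequence with other genes and was at 4.37 ± 1.49 (adjusted p = 0.0301 by edgeR). It did not pass without shCTRL etoposide replicate 1, 2 or 3 (4.59, 4.58 and 4.05). In all, 464 genes were higher and 1021 lower at the thresholds of the paper, and 2142 and 3090 without a minimum fold (edgeR's quasi-likelihood test). For 1093 of the 1485 called genes every library of one group lay above every library of the other, against 2.38% by chance for genes not picked for a difference. Of the 1340 genes of Table S2, 1175 were tested here, 1167 in the same direction, and 334 of its upregulated and 715 of its downregulated genes were called the same way. When the library labelled shCTRL etoposide replicate 3 was left out, 434 genes were higher and 583 lower, without shCTRL etoposide replicate 1 they were 609 and 1609 and without replicate 2 642 and 1427, and with offsets for GC content and length, added after seeing the data, 514 and 680.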

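MT1H, MT1G and MT2A, which encode metallothioneins that bind zinc and other metals, rose after etoposide in both arms. MT1H rose by 3.61 ± 0.63 on the log2 scale in shCTRL cells and 4.92 ± 0.43 in shBCAT1 cells, MT1G by 2.22 ± 0.33 and 3.48 ± 0.24, and MT2A by 2.18 ± 0.42 and 2.61 ± 0.30 (adjusted p of 0.00221 or less by edgeR). The shCTRL values of MT1G and MT2A without the library labelled shCTRL etoposide replicate 3 were 1.39 and 0.96. UNG, the uracil-DNA glycosylase of base excision repair, fell by 1.74 ± 0.07 in shCTRL cells and 1.78 ± 0.05 in shBCAT1 cells, and the transferrin receptor TFRC stood at -1.47 ± 0.18 and -1.67 ± 0.12 (adjusted p of 5.37e-05 or less by edgeR). Cyclin E2 (CCNE2) fell by 2.07 ± 0.36 and the chaperone HSPH1 by 1.33 ± 0.14 in shCTRL cells (adjusted p of 0.00119 or less by edgeR). Of 39 DNA replication genes, 21 fell and 1 rose in shCTRL cells by edgeR (21 and 1 when adjusted over the list alone), with a median of -0.43 (camera, adjusted p = 3.28e-12). The sliding clamp PCNA was at -1.09 ± 0.08, the ribonucleotide reductase subunits RRM2 and RRM1 at -0.97 ± 0.08 and -0.57 ± 0.06, and the origin licensing factor CDC6 at -0.60 ± 0.07 (adjusted p of 2.87e-05 or less by edgeR). In shBCAT1 cells 17 of these genes fell and 3 rose (18 and 3 when adjusted over the list alone), with a median of -0.23 (camera, adjusted p = 1.94e-05). Of 35 genes of G2/M and mitosis, 17 rose and 0 fell in shCTRL cells by edgeR (17 and 0 when adjusted over the list alone), with a median of 0.24 (camera, adjusted p = 2.44e-07), which was 0.16 without shCTRL etoposide replicate 1 and 0.38 without the library labelled shCTRL etoposide replicate 3, where 28 rose. In the fit without that library 26 DNA replication genes fell and 5 rose in shBCAT1 cells, and in the 12 libraries of 1 project, where sh329 under etoposide is set against sh223 under DMSO, 9 fell and 0 rose (median -0.20). Among the G2/M genes that rose in shCTRL cells them were AURKA (0.85 ± 0.07), PLK1 (0.91 ± 0.08), cyclin B2 (CCNB2, 0.73 ± 0.09) and the ubiquitin-conjugating enzyme UBE2C (1.04 ± 0.14), with adjusted p of 0.000154 or less by edgeR. Genes of cholesterol synthesis fell in both arms, 12 of 24 in shCTRL cells with 0 that rose (12 and 1 when adjusted over the list alone, median -0.34, camera, adjusted p = 3.06e-06) and 18 in shBCAT1 cells with 0 that rose (18 and 0 when adjusted over the list alone, median -0.76, camera, adjusted p = 4.29e-19). In shCTRL cells HMGCS1 and IDI1, enzymes of the mevalonate pathway, were at -1.01 ± 0.13 and -0.95 ± 0.14 (adjusted p of 0.000242 or less by edgeR), and in shBCAT1 cells lanosterol synthase (LSS) and the sterol reductase DHCR7 at -1.01 ± 0.06 and -0.77 ± 0.04 (adjusted p of 2.02e-09 or less by edgeR). In shBCAT1 cells 16 of 24 genes of glycolysis and hypoxia also fell and 1 rose (16 and 1 when adjusted over the list alone), with a median of -0.47 (camera, adjusted p = 1.75e-07). Among those that fell were PGK1 (-0.90 ± 0.06) and lactate dehydrogenase A (LDHA, -0.61 ± 0.06), with adjusted p of 4.6e-07 or less by edgeR. The tally was 9 that fell and 1 that rose with sh223 alone, 14 and 0 with sh329 alone, and 9 and 0 in the 12 libraries of 1 project. Of 13 housekeeping genes, a list fixed as a sign of RNA quality, 7 fell and 0 rose in shBCAT1 cells (7 and 0 when adjusted over the list alone), with a median of -0.52 (camera, adjusted p = 0.00054), or -0.21 with sh223 alone, where the call ended. In shBCAT1 cells BEST1 rose by 4.65 ± 0.17, the AP-1 subunit JUN by 3.12 ± 0.13, the thioredoxin inhibitor TXNIP by 2.80 ± 0.08 and the stress transcription factor ATF3 by 1.95 ± 0.07, and the chaperone HSPA8 was at -1.86 ± 0.06, with adjusted p of 1.92e-11 or less by edgeR. Of 13 genes encoded by mitochondrial DNA, 1 fell and 0 rose in shCTRL cells by edgeR (1 and 0 when adjusted over the list alone), with a median of -0.45 (camera, adjusted p = 0.00874, and adjusted p = 0.514 with an estimated correlation). Without the library labelled shCTRL etoposide replicate 3, in which these genes took 2.13% of reads against 4.51% to 5.78% elsewhere, their median was -0.18 and did not pass, and without replicate 1 or 2 of that group it was -0.76 and -0.70. In all, 499 genes rose and 39 fell in shCTRL cells and 469 rose and 122 fell in shBCAT1 cells at the thresholds of the paper (edgeR's quasi-likelihood test). In shCTRL cells the count was 249 and 46 without the library labelled shCTRL etoposide replicate 3, 1221 and 153 without replicate 1 of that group and 1132 and 131 without replicate 2, and the total was 288, 295 and 256 without shCTRL DMSO replicate 1, 2 and 3. From the 6 shCTRL libraries alone edgeR called 0 genes, with 1518 at an unadjusted p under 0.05 (DESeq2 on all libraries called 630 and 43). The groups did not overlap for 449 of the 538 genes called in shCTRL cells, against 10% by chance, and for 447 of the 591 called in shBCAT1 cells, against 0.217% by chance for genes not picked for a difference, and the shBCAT1 count was 1076 with sh223 alone, 1049 with sh329 alone. With 1 shRNA alone the shBCAT1 count also sets one project against the other. In the 12 libraries of 1 project it was 343, which sets sh329 under etoposide against sh223 under DMSO and is not the response of either shRNA.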

Comparison of gene expression profiles showed that *BCAT1* knockdown or etoposide treatment determined significant transcriptome-wide alterations (Figure 1A,B, and Supplementary Tables S1 and S2; ≥2-fold change, *p* < 0.05, FDR < 0.05). 

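Etoposide changed 154 genes in the same direction in both arms, 138 upwards and 16 downwards, where independent lists of these sizes would share 16.3 and 0.331. The downregulated count matches the number printed in Figure 1C. A further 383 genes were called in control cells only, 360 upwards and 23 downwards, and 436 in BCAT1-depleted cells only, 331 of them upwards, by edgeR's quasi-likelihood test at the thresholds of the paper. H2AC11, a histone gene, was the 1 gene called in opposite directions. Of the genes upregulated in control cells only, 314 of 360 also had a positive log2 fold change in the other arm, and of those upregulated in BCAT1-depleted cells only, 308 of 331 did. Whether the response itself differed between the arms was tested as the interaction of knockdown and etoposide. JUN, a subunit of the AP-1 transcription factor, stood at 33 ± 2.72 CPM under DMSO and 69.7 ± 23.5 under etoposide in control cells (SD, n = 3 each) and at 31.7 ± 1.31 and 275 ± 7.25 in BCAT1-depleted cells (SD, n = 6 each), an interaction of 2.04 (standard error 0.21, adjusted p = 5e-05 by edgeR). The stress transcription factor ATF3 (1.05 ± 0.11), the phosphatase DUSP1 (1.43 ± 0.29), BEST1 (2.23 ± 0.31), the zinc finger genes ZNF583 (1.69 ± 0.31) and ZC3H6 (1.28 ± 0.24) and SYT11, of vesicle traffic (1.25 ± 0.20), also had a higher response in BCAT1-depleted cells (adjusted p of 0.0113 or less by edgeR). Cyclin B1 (CCNB1) stood at 192 ± 13.4 and 256 ± 28.3 CPM in control cells and at 227 ± 5.14 and 152 ± 6.39 in BCAT1-depleted cells, an interaction of -0.99 (standard error 0.10, adjusted p = 4.26e-05 by edgeR). The aminoacylase ACY3 (-1.81 ± 0.28), the inhibitory receptor CD300A (-1.37 ± 0.20) and the helicase PIF1 (-1.24 ± 0.23) had a lower response in BCAT1-depleted cells (adjusted p of 0.0074 or less by edgeR). Of 35 genes of G2/M and mitosis, 10 had a lower and 0 a higher response (15 and 0 when adjusted over the list alone). Their median interaction was -0.37 (camera, adjusted p = 2.35e-12), or -0.24 without shCTRL etoposide replicate 1. Those with a lower response included PLK1 (-0.84 ± 0.09), AURKA (-0.65 ± 0.08) and GTSE1, which acts in G2 (-0.57 ± 0.08). Of 24 genes of glycolysis and hypoxia, 10 had a lower and 0 a higher response (17 and 0 when adjusted over the list alone), with a median of -0.57 (camera, adjusted p = 2.17e-14), NDRG1 (-0.64 ± 0.07), PGK1 (-0.64 ± 0.11), SLC2A3 (-0.60 ± 0.10) and pyruvate kinase (PKM, -0.72 ± 0.13) among them. Of 24 genes of cholesterol synthesis, 4 had a lower and 0 a higher response (8 and 0 when adjusted over the list alone). The squalene synthase FDFT1 (-0.60 ± 0.09) was among them. Their median was -0.48 (camera, adjusted p = 1.8e-06), or -0.27 without the library labelled shCTRL etoposide replicate 3. The tallies of these lists moved with the libraries used. Without the library labelled shCTRL etoposide replicate 3 the response was lower for 31 genes of G2/M and mitosis (median -0.49), 18 of glycolysis and hypoxia and 10 of cholesterol synthesis, of which 1 had a higher one. In the 12 libraries of 1 project, where the shRNA changes with the treatment, the response was lower for 1, 0 and 0 genes by edgeR, while the medians of the lists were -0.33, -0.49 and -0.38 and passed camera (adjusted p of 2.71e-06 or less). The 8 genes named from the lists had an adjusted p of 0.00519 or less by edgeR. Of 25 AP-1 and immediate early genes, 4 had a higher and 0 a lower response (5 and 2 when adjusted over the list alone). The tally was 8 and 2 without the library labelled shCTRL etoposide replicate 3. Their median was 0.17 (camera, adjusted p = 0.0129, and adjusted p = 0.123 with an estimated correlation), and 0.02 without shCTRL etoposide replicate 2. The call ended without replicate 1 of that group (0.06) and with sh223 alone (0.07). Of the 13 housekeeping genes, the list fixed as a sign of RNA quality, 3 had a lower and 0 a higher response (3 and 0 when adjusted over the list alone), with a median of -0.20 (camera, adjusted p = 0.0176, and adjusted p = 0.118 with an estimated correlation). Their call ended with sh223 alone (-0.13) and without shCTRL etoposide replicate 1 (-0.34), and the median was -0.47 with sh329 alone and -0.35 without shCTRL etoposide replicate 2. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH, -1.19 ± 0.30, adjusted p = 0.0407 by edgeR) and RN7SK (-3.06 ± 0.77, adjusted p = 0.0407 by edgeR) were close to the threshold. Of the fits that leave out 1 library, GAPDH passed only in those without shCTRL etoposide replicate 1, 2 or 3, and RN7SK only in those without replicate 1 or 2 of that group. When the library labelled shCTRL etoposide replicate 3 was left out, the interaction of GAPDH was -0.54, that of RN7SK -1.36 and that of PIF1 -0.79. Over all genes the interaction passed an adjusted p under 0.05 for 433 genes and the 2-fold threshold as well for 72, 36 with a higher and 36 with a lower response in BCAT1-depleted cells (edgeR's quasi-likelihood test), and DESeq2 called 169, 61 of them with a higher response. Of the 819 genes called in 1 arm only, 76 (9.28%) passed the interaction test, and of the 154 called in both arms, 11 did. The share of the former was 22.4% with sh223 alone, 29.8% with sh329 alone, 32%, 35% and 21.4% without shCTRL etoposide replicate 1, 2 and 3, 5.88% and 6.13% without shCTRL DMSO replicate 1 and 3 and 6.12% without sh329 etoposide replicate 3. In the 12 libraries of 1 project, with sh329 under etoposide and sh223 under DMSO, it was 0.737% (3 of 407). With the replicate number as a block among the shCTRL libraries the interaction was called for 158 genes, 226 genes were upregulated in control cells only, and RN7SK did not pass (-2.25). When the library labelled shCTRL etoposide replicate 3 was left out, 93 genes were upregulated in both arms, 156 in control cells only and 481 in BCAT1-depleted cells only, and 66 genes had a higher and 35 a lower response. Without shCTRL etoposide replicate 1 or 2 the interaction was called for 795 and 836 genes, and in the 12 libraries of 1 project for 6, where BEST1 and CCNB1 were the genes named here that passed. Without shCTRL DMSO replicate 1, 2 or 3 the interaction was called for 41, 45 and 39 genes, and 162, 166 and 147 genes were upregulated in control cells only, a number that was 1043 and 980 without shCTRL etoposide replicate 1 or 2. The overlap was also lower without shCTRL DMSO replicate 1, 2 or 3, with 87, 89 and 84 genes upregulated in both arms.

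**Figure D2:**
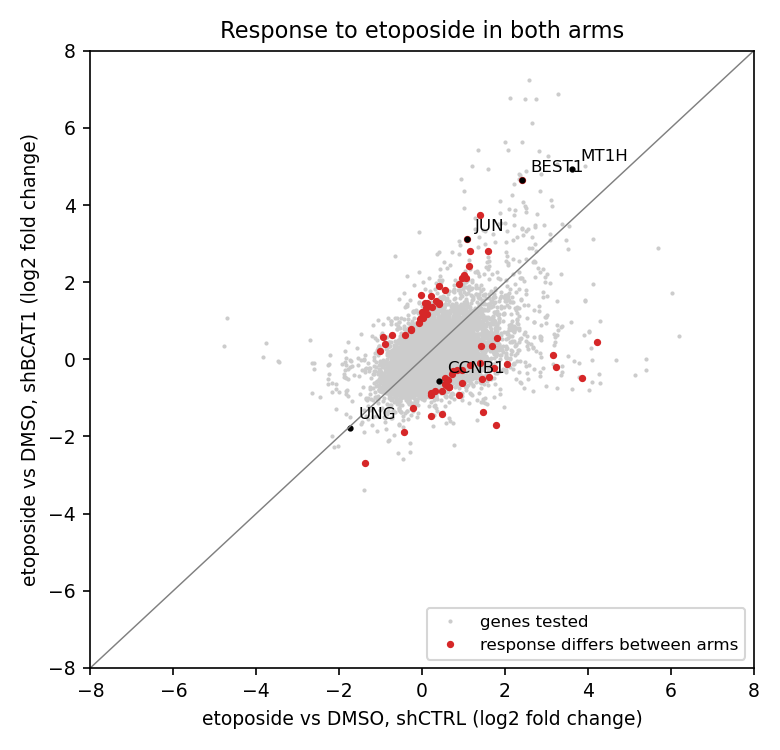
Log2 fold change after etoposide in shCTRL cells (horizontal axis) and in shBCAT1 cells (vertical axis), 1 point for each of the 14359 genes tested. Red points are the 72 genes whose response differed between the arms at an adjusted p under 0.05 and by at least 2-fold. The diagonal marks an equal response. JUN and BEST1 lie above the diagonal, CCNB1 below it, and UNG close to it.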

When comparing the overlap of modulated transcripts between etoposide-treated control and BCAT1-depleted cells, we found 153 transcripts commonly upregulated in both groups, while 322 and 450 transcripts were uniquely upregulated in BCAT1-depleted and control cells, respectively (Figure 1C). 

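Several genes of homologous recombination were higher in etoposide-treated BCAT1-depleted cells than in etoposide-treated control cells. RBBP8 (CtIP), which starts the resection of broken DNA ends, rose by 1.05 ± 0.16 on the log2 scale, the exonuclease EXO1 by 0.69 ± 0.07 and BRCA1 by 0.52 ± 0.08, whereas RMI2, of the BLM helicase complex, fell by 0.85 ± 0.15 (adjusted p of 0.000418 or less by edgeR). Of the 36 genes of this list, 10 rose and 3 fell (10 and 4 when adjusted over the list alone), with a median of 0.25 (camera, adjusted p = 0.0223, and adjusted p = 0.425 with an estimated correlation). With sh223 alone the median was 0.20 and the call ended, and without shCTRL etoposide replicate 1, 2 or 3 the median was 0.49, 0.42 and 0.13, and with offsets for GC content and gene length 0.12. In these fits 14, 12 and 16 genes rose and 6, 6 and 4 fell without the 3 replicates, 12 rose and 5 fell with the offsets, and 3 rose and 2 fell in the 12 libraries of 1 project (median 0.34). Of 29 genes of ATM signaling, the kinase cascade that answers double-strand breaks, 7 rose, 3 fell and 19 did not pass edgeR's test (7 and 3 when adjusted over the list alone), with a median of 0.12 (camera, adjusted p = 0.254). TP53BP1, which binds chromatin at breaks, rose by 0.59 ± 0.09 and UIMC1 (RAP80), which brings BRCA1 to ubiquitylated histones, by 0.45 ± 0.08, while H2AX, the histone phosphorylated at breaks, fell by 0.99 ± 0.19 (adjusted p of 0.000702 or less by edgeR). ATM itself was at 0.35 ± 0.21 (adjusted p = 0.192 by edgeR), or 0.45 with the replicate number as a block among the shCTRL libraries, where it passed. Of 29 genes of the BARD1 list, 5 rose, 2 fell and 22 did not pass edgeR's test (4 and 2 when adjusted over the list alone), with a median of 0.03 (camera, adjusted p = 0.324). The RNA-binding protein EWSR1 rose by 0.54 ± 0.10 and XRCC5 (KU80) fell by 0.27 ± 0.05 (adjusted p of 0.000815 or less by edgeR), and BARD1, the partner of BRCA1, was at 0.28 ± 0.24 (adjusted p = 0.379 by edgeR). Of 30 genes of the Fanconi anemia pathway, which repairs crosslinks between DNA strands, 6 rose and 5 fell (6 and 5 when adjusted over the list alone), with a median of -0.01 and a camera statistic that pointed upwards (adjusted p = 0.413). FANCI rose by 0.32 ± 0.06, the nuclease FAN1 by 0.61 ± 0.11 and FANCB by 0.62 ± 0.15 (adjusted p of 0.00366 or less by edgeR). Without the library labelled shCTRL etoposide replicate 3 the fall of RMI2 was 0.49, that of H2AX 0.46 and BARD1 was at -0.09, and 7 genes of the BARD1 list and 11 of the Fanconi anemia pathway rose and 4 and 3 fell, and the median of ATM signaling was 0.02, against 0.19 and 0.19 without shCTRL etoposide replicate 1 and 2. Of the BARD1 list 9 genes rose and 5 fell without replicate 1 of that group (median 0.06) and 8 rose and 4 fell without replicate 2 (median 0.08), against a median of 0.05 without replicate 3. With offsets for GC content and gene length, added after seeing the data, BRCA1, FANCI and EWSR1 did not pass the test (0.19, -0.01 and 0.33), and TP53BP1 was at 0.35, FANCB at 0.35 and XRCC5 at -0.43, and 7 genes of ATM signaling rose and 9 fell.

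**Figure D3:**
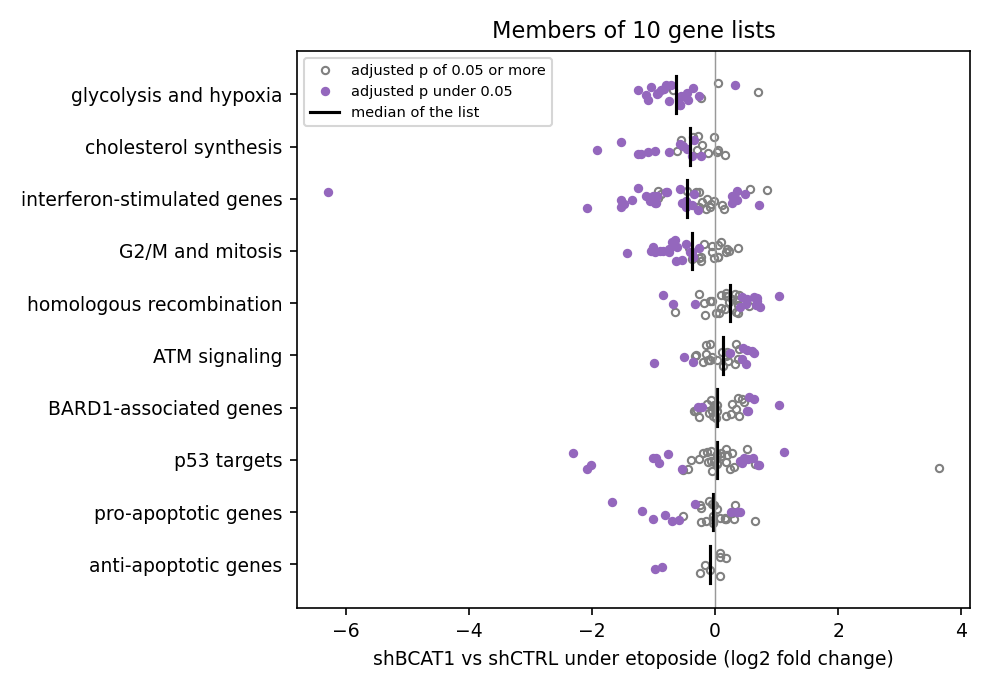
Log2 fold change between shBCAT1 and shCTRL cells under etoposide for the members of 10 gene lists. Each circle is 1 gene, filled where its adjusted p was under 0.05, and the black bars are the medians, from -0.63 for glycolysis and hypoxia to 0.25 for homologous recombination. The members of the ATM, BARD1, p53 and apoptosis lists lie on both sides of 0.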

Gene set enrichment analysis (GSEA) of differentially expressed genes between control and BCAT1-depleted cells treated with etoposide disclosed that numerous gene sets related to DNA damage/repair signaling, including the “ATM pathway”, “BARD1 pathway”, and “p53 downstream pathway” were enriched in *BCAT1* shRNA cells (Figure 1D). Interestingly, the “Apoptosis signaling” and “p53 signaling” pathways were amongst the top hallmark gene sets enriched in sh*BCAT1* cells (Figure 1E). Thus, differential gene expression analysis seems to suggest an enhanced but ineffective DNA damage response (DDR) leading to cell death in BCAT1-depleted T-ALL cells (Figure 1F and Supplementary Figure S1A). This leads to increased drug sensitivity (lower IC_50_, Supplementary Figure S1B).

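Targets of p53 went both ways between etoposide-treated BCAT1-depleted and control cells. AEN, an apoptosis-enhancing nuclease, rose by 1.11 ± 0.06 on the log2 scale, the antiproliferative BTG2 by 0.72 ± 0.06 and the stress kinase PLK3 by 0.62 ± 0.09, whereas FBXW7, the ubiquitin ligase subunit that degrades NOTCH1 and MYC, fell by 0.77 ± 0.07 (adjusted p of 7.94e-05 or less by edgeR). Of 42 p53 targets, 8 rose, 8 fell and 26 did not pass the test (8 and 9 when adjusted over the list alone), with a median of 0.03 and a mean of -0.03 (camera, pointing upwards, adjusted p = 0.339). When the library labelled shCTRL etoposide replicate 3 was left out, 15 of them rose and 10 fell, with offsets for GC content and length 12 rose and 13 fell, and in the 12 libraries of 1 project 4 rose and 1 fell (median 0.04). BAX, which permeabilizes mitochondria, was at -1.003 ± 0.29 (adjusted p = 0.0127 by edgeR) and, without the replicate 3 just named, at -0.02, where it did not pass. Of 32 pro-apoptotic genes, 4 rose and 7 fell by edgeR, as many as when adjusted over the list alone (4 and 7), with a median of -0.03 and a mean of -0.13 (camera, pointing upwards, adjusted p = 0.975). The initiator caspase CASP10 rose by 0.35 ± 0.07 and BMF, a BH3-only protein, by 0.36 ± 0.08, while ENDOG, a mitochondrial nuclease, fell by 1.67 ± 0.34 and the death-receptor adaptor TRADD by 0.69 ± 0.16 (adjusted p of 0.00373 or less by edgeR). Of 9 anti-apoptotic genes, 2 fell and 0 rose (2 and 0 when adjusted over the list alone), with a median of -0.09 (camera, adjusted p = 0.413). They were BCL2, which keeps mitochondria intact (-0.87 ± 0.12), and survivin (BIRC5, -0.98 ± 0.22), with adjusted p of 0.00301 or less by edgeR. Without the library labelled shCTRL etoposide replicate 3 the falls of ENDOG, TRADD and BIRC5 were 0.39, 0.27 and 0.27, and with offsets for GC content and length CASP10 (0.13) and TRADD (-0.23) did not pass. Of the pro-apoptotic genes 9 rose and 7 fell without that library and 8 rose and 9 fell with the offsets, where 5 of the anti-apoptotic genes fell.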

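Other signaling lists also held members that rose and members that fell in etoposide-treated BCAT1-depleted cells. Of 25 AP-1 and immediate early genes, 7 rose and 2 fell (7 and 2 when adjusted over the list alone), with a median of 0.11 (camera, adjusted p = 0.00994, and adjusted p = 0.123 with an estimated correlation). With sh223 alone the median was 0.25, with 7 that rose and 3 that fell, but camera's call ended. When 1 library was left out the median lay between 0.06, without sh223 etoposide replicate 2, and 0.20, without sh329 etoposide replicate 2. JUN rose by 1.98 ± 0.16, ATF3 by 1.55 ± 0.08 and DUSP1, which dephosphorylates MAP kinases, by 1.39 ± 0.21 (adjusted p of 0.00013 or less by edgeR). Of 30 NF-kB targets, 8 rose and 6 fell (8 and 7 when adjusted over the list alone), with a median of 0.03 (camera, adjusted p = 0.648). The chemokine CXCL3 (2.37 ± 0.42), the cytokine TNF (0.79 ± 0.16) and the adhesion molecule ICAM1 (0.44 ± 0.09) rose, and CD83, a surface protein of activated lymphocytes (-1.04 ± 0.07), fell (adjusted p of 0.00127 or less by edgeR). Of 25 genes of JAK-STAT3 signaling, 4 rose and 7 fell (4 and 7 when adjusted over the list alone), with a median of -0.0032 and a mean of -0.06 (camera, pointing upwards, adjusted p = 0.933). IL7R, the interleukin-7 receptor that sustains T-cell precursors, rose by 2.07 ± 0.15, while the common cytokine receptor chain IL2RG, the transcription factor STAT5A and the kinase JAK3 were at -0.91 ± 0.09, -0.97 ± 0.15 and -0.86 ± 0.15 (adjusted p of 0.000361 or less by edgeR). IL2RG shares 64.5% of its sequence with other entries of the annotation, and without the library labelled shCTRL etoposide replicate 3 STAT5A was at -0.53 and JAK3 at -0.48.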

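Among the kinases and transducers of the DNA damage response that the paper follows at the protein level, CHEK1 rose by 0.22 ± 0.06 on the log2 scale in etoposide-treated BCAT1-depleted cells (adjusted p = 0.0134 by edgeR), whereas CHEK2 was at -0.15 ± 0.13 (adjusted p = 0.382 by edgeR) and PARP1, which is cleaved in apoptosis, at -0.09 ± 0.06 (adjusted p = 0.258 by edgeR). With offsets for GC content and length CHEK1 was at -0.16, and without the library labelled shCTRL etoposide replicate 3 CHEK2 was at 0.17 and PARP1 at -0.14, which passed. The response of the damage lists to etoposide was compared between the arms by the interaction of knockdown and etoposide. For the 29 genes of ATM signaling its median was 0.16 (camera, adjusted p = 0.409), for the 29 genes of the BARD1 list 0.18 (adjusted p = 0.261 by camera), for the 42 p53 targets 0.06, with a mean of -0.17 (adjusted p = 0.427 by camera), and for the 32 pro-apoptotic genes 0.01, with a mean of -0.10 (adjusted p = 0.833 by camera). The 36 genes of homologous recombination had a median interaction of 0.29 (camera, adjusted p = 0.00332, and adjusted p = 0.318 with an estimated correlation), and 26 of them had a positive interaction. In single genes of these 5 lists, edgeR's test of the interaction passed for AEN, a p53 target (0.45 ± 0.08, adjusted p = 0.00607 by edgeR), and EXO1, of homologous recombination (0.57 ± 0.10, adjusted p = 0.00413 by edgeR). Neither passed in the 12 libraries of 1 project, where the shRNA changes with the treatment (AEN 0.49, EXO1 0.63), nor did EXO1 with those offsets (0.30). With the library labelled shCTRL etoposide replicate 3 left out, the interaction was higher for 11 and lower for 1 genes of homologous recombination, 7 and 1 p53 targets, 5 and 0 genes of ATM signaling, 4 and 1 of the BARD1 list and 3 and 0 pro-apoptotic genes. Without shCTRL etoposide replicate 1 these numbers were 3 and 0, 1 and 3, 3 and 5, 3 and 1, and 0 and 5. The median of homologous recombination was 0.14 without the replicate 3 just named, and the call ended with sh223 alone (0.18) and with the offsets (0.02). After etoposide the homologous recombination list had a median of -0.26 in shCTRL cells (camera, adjusted p = 0.00321, and adjusted p = 0.268 with an estimated correlation), where 8 of its genes fell and 2 rose by edgeR (8 and 3 when adjusted over the list alone), and of -0.03 in shBCAT1 cells (camera, adjusted p = 0.806). Without the same replicate 3 the shCTRL median was -0.15, with 16 genes that fell and 3 that rose. The BARD1 list had a median of -0.32 in shCTRL cells (camera, adjusted p = 2.16e-05, and adjusted p = 0.0195 with an estimated correlation) and -0.12 in shBCAT1 cells (camera, adjusted p = 0.0139, and adjusted p = 0.136 with an estimated correlation). In shCTRL cells 7 of its genes fell and 0 rose by edgeR (7 and 0 when adjusted over the list alone), and in shBCAT1 cells 7 fell and 3 rose (7 and 3 over the list alone). Without that replicate its medians were -0.20 and -0.11, and the call in shBCAT1 cells ended, while with sh329 alone the median in shBCAT1 cells was -0.05. Without that replicate 13 genes of the BARD1 list fell and 1 rose in shCTRL cells, and 13 fell and 5 rose in shBCAT1 cells. In the 12 libraries of 1 project 3 of this list fell and 0 rose in shCTRL cells (median -0.33). Of the genes of homologous recombination 1 fell and 2 rose there (median -0.27). From the enrichment of DNA damage and repair, p53 and apoptosis gene sets among the genes that differ between the arms under etoposide (Figure 1D,E), together with the apoptosis measured by flow cytometry (Figure 1F and Supplementary Figure S1A), the paper proposes an enhanced but ineffective DNA damage response that leads to cell death in BCAT1-depleted cells.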

### 2.2. BCAT1 Binds with the KU Complex and Modulates DNA Damage Repair Signaling Pathways

To try and address how BCAT1 may regulate the DDR, we reasoned that BCAT1 may do this through a “moonlighting”/non-canonical function, possibly by complexing with distinct protein partners [11,12]. We thus explored the BCAT1 interactome by immunoprecipitation (IP) using tandem affinity purification (TAP) of double-tagged BCAT1 (BCAT1 myc-DDK) (Figure 2A). This was performed in CUTLL1 T-ALL cells that express undetectable levels of endogenous BCAT1 (Figure 2A). Cytoplasmic extracts were subjected to TAP and LC-MS/MS analysis. We identified 129 candidate interacting proteins (≥10 enrichment compared to control IP), of which n = 44 were undetectable in the control IP (Supplementary Table S3 and Figure 2B) and found the KU70 (XRCC6) and KU80 (XRCC5) proteins to be highly prevalent (Figure 2B). Interrogating the Kyoto Encyclopedia of Genes and Genomes (KEGG) or the hallmark SigDB databases using ShinyGO 0.80 [13] revealed several enriched pathways associated with the BCAT1 interactome, with the majority of them being linked to DNA repair mechanisms (Figure 2C). These results are compatible with our previous results (see above) and the recently described phenotype of BCAT1-deficient T-ALL cells [10], where a defective DNA repair results in apoptosis [14]. 

Given the essential role of DNA repair pathways in tumor initiation and progression, we focused our investigation on the functional consequence of BCAT1-KU complex interaction. First, we validated the interaction of BCAT1 with the KU70 and KU80 proteins using co-immunoprecipitation (Co-IP) in two human cell lines, the T-cell lymphoma CUTTL1 and embryonic kidney HEK 293T, expressing tagged BCAT1 (Figure 2D,E). Likewise, ectopically expressed GFP/FLAG-KU70 or KU80 proteins co-immunoprecipitated with BCAT1 in HEK 293T (Figure 2F). A comparable interaction was observed in the T-ALL cell line CCRF-CEM (Figure 2G). Although KU70 and KU80 subunits are predominantly localized in the nucleus, they are also present in the cytoplasm and at the cytoplasmic membrane, where they have been implicated in numerous cellular processes [15]. On the other hand, while BCAT1 is predominantly cytosolic, some protein pools have been localized in the cytoplasmic membrane and the nucleus [16]. We thus evaluated the subcellular localization of KU70/KU80 and BCAT1 in T-ALL cells. As reported in other cell types, a fraction of BCAT1 was nuclear and a fraction of KU70/KU80 proteins was cytoplasmic in T-ALL cell lines and patient derived xenografts (PDXs) (Figure 2H,I and Supplementary Figure S2A,B). These results render an interaction between these proteins feasible. Proximity ligation assays (PLA) corroborated the presence of a weak interaction between KU70 and BCAT1 proteins in the cytoplasm of T-ALL cells under basal conditions, which became more pronounced and nuclear following DNA damage (Figure 2J). 

To gain further insight on the KU70/KU80-BCAT1 interaction, truncation mutants of KU70 and KU80 were generated to determine which region was required for the interaction. Anti-FLAG IP from the lysates of cells, transiently transfected with HA-tagged KU70 full length or mutants (aa 1–350; aa 351–500; aa 501–609), followed by immunoblotting with anti-HA antibodies, disclosed that Ku and C-terminal domains (aa 351–609) of KU70 interact with BCAT1 (Figure 3A). The BCAT1-binding region of KU80 was similarly determined using HA-tagged KU80 full-length protein and deletion mutants (aa 1–240; aa 241–550; aa 551–732). In that instance, it was the N-terminal domain (aa 1–240) of KU80 that interacted with BCAT1 (Supplementary Figure S3A). We also mapped the region of BCAT1 that interacts with the KU70/KU80 proteins. Expression constructs encoding myc-DDK-tagged N-terminal BCAT1 (aa 1–197), C-terminal (aa 198–373), and aminotransferase IV (AT IV) domain (aa 94–343) were generated and used for IP with an anti-HA antibody in 293T cells. Interestingly, only the aminotransferase IV domain BCAT1 mutant showed binding ability to both KU70 and KU80 proteins (Figure 3B, Supplementary Figure S3B). These results also suggest that the amino acids neighboring the central portion of BCAT1 (aa. 197–198) are necessary for these interactions. The ability of BCAT1 to complex with KU70 and KU80 suggests that the former directly regulates the c-NHEJ repair pathway. This is an interesting role for a primarily cytosolic enzyme to play on a typically nuclear process.

Further, BCAT1 depletion seems to promote an ineffective DDR following etoposide treatment. To document this phenomenon better, we determined downstream DDR signaling following etoposide treatment. We thus examined the phosphorylation status of key proteins that control activation of different DNA DSB repair pathways (DNA-PK for the c-NHEJ pathway and ATM for the homologous recombination (HR) pathway) or cell cycle arrest (CHK1, CHK2, and p53). Figure 3C indicates that both the c-NHEJ and the HR pathways were involved in repairing etoposide-induced DNA damage. Whereas control and BCAT1-depleted CCRF-CEM cells exhibited similar rates of ATM phosphorylation, DNA-PK was subject to an accelerated phosphorylation that reached a similar maximum as the control cells but at an earlier time point (8 h vs. 24 h; Figure 3C). The combination of *BCAT1* silencing and etoposide treatment was also associated with increased levels of phosphorylated CHK1 and CHK2, while the effects on p53 phosphorylation were less evident (Figure 3D). Interestingly, accelerated c-NHEJ signaling was not associated with DNA DSB repair but rather with further DNA damage, as suggested by the dramatic increase in the levels of γH2AX in BCAT1-depleted cells compared to control cells (Figure 3E). Cleaved PARP-1 was observed only at 24 h of etoposide treatment, indicating that in BCAT1-depleted cells, the failure to repair DNA DSBs leads to extensive DNA damage and eventually apoptosis (Figure 3E). 

### 2.3. BCAT1 Depletion in Human T-ALL Leads to Reduced c-NHEJ Repair with Increased KU70/KU80 Acetylation

Binding of KU70/KU80 to DNA break ends is required to initiate c-NHEJ-mediated DSB repair [17] and prevents additional DSB end resection that facilitates HR. The data above suggest that BCAT1 may alter the activity of DSB repair pathways, especially c-NHEJ. Stable *BCAT1* knockdown or shRNA-expressing control cells co-expressing a plasmid-based GFP reporter specific for assessing c-NHEJ-mediated DSB repair (pimEJ5-GFP, which contains two recognition sites for I-SceI endonuclease) [18,19] were generated. Using these cells, we were able to evaluate the efficiency of c-NHEJ repair based on the number of GFP-positive cells measured by flow cytometry. Plasmid-based repair assays showed that Jurkat T-ALL cells exhibited reduced c-NHEJ repair following stable *BCAT1* knockdown (Figure 4A). Similarly, plasmid-based repair assays in BCAT1-overexpressing U2OS cells (that present low protein levels of endogenous BCAT1) demonstrated increased c-NHEJ repair activity (Figure 4B). This activity was highly dependent on the enzymatic activity of BCAT1 and less on its peroxide-sensitive, redox-active CXXC motif [11,16], as the K222A mutant completely abrogated the increase in c-NHEJ repair activity (Figure 4C).

To independently confirm a role for BCAT1 in modulating DNA DSB repair, we assessed the kinetics and localization of 53BP1 and γH2AX in etoposide-treated CCRF-CEM T-ALL cells following stable knockdown of *BCAT1*. 53BP1 and γH2AX are recruited to DNA following induction of DSBs, and their kinetics can be used to quantify resolution of the breaks following exposure to DNA-damaging agents [20,21]. Using this strategy, we found that BCAT1 depletion led to a significantly slower DNA break resolution (Figure 4D). The overall numbers of γH2AX foci were increased at most early time points and reached a maximum at the latest time point (24 h) in BCAT1-depleted cells (Figure 4D). A similar pattern was observed for 53BP1 foci (and co-localized 53BP1/γH2AX foci), which were persistently elevated also at the latest time point (24 h). 

This probably reflects impaired/slower repair in BCAT1-depleted cells following etoposide-induced DSB damage. Together, our data suggest that BCAT1 positively regulates the c-NHEJ pathway activity in human T-ALL and that BCAT1-depleted human T-ALLs are locked in a state of dampened DSB DNA repair.

KU70 acetylation has been shown to impair c-NHEJ activity by modifying the KU70 lysine residues needed for binding dsDNA ends [22,23]. Recently, we reported [10] that 3-HB (a HDAC inhibitor [24]) accumulates following Bcat1 inhibition in murine T-ALL. We thus evaluated the acetylation status of KU70 in T-ALL cell lines treated with ERG245, a BCAT1-specific inhibitor [25]. We found a dose-dependent increase in the acetylation status of KU70 (K532) following ERG245 treatment, often associated with pronounced DNA damage (γH2AX) (Figure 4E). Interestingly, the acetylation status of α-tubulin was not significantly altered under these experimental conditions (differently from what was observed using the Class I/II HDAC inhibitor trichostatin A/TSA; Figure 4E). Similarly, mouse *ΔENOTCH1* tumors (which resemble human T-ALL) knockout for *Bcat1* or BCAT1-depleted CCRF-CEM cells showed increased levels of acetylated Ku70/KU70 under basal conditions (Figure 4F and Supplementary Figure S4). KU70 acetylation levels were further increased under DNA-damaging conditions (Supplementary Figure S4) [10]. These results suggest that BCAT1 depletion/inhibition may promote faulty DNA repair through increased acetylation of KU70 (and possibly KU80) proteins.

## 3. Discussion

Although non-canonical functions have previously been assigned to BCAT1 and linked to its redox state [11,16,25], this is the first report to show that BCAT1 utilizes its aminotransferase domain to physically associate with the KU complex of the c-NHEJ pathway and to control DNA repair. Our experiments provide evidence that, following a genotoxic insult by the topoisomerase II inhibitor etoposide (Figure 3C–E), DNA repair pathways c-NHEJ and HR are both activated, but only c-NHEJ is subject to BCAT1 regulation. Depletion of BCAT1 accelerates c-NHEJ as determined by phosphorylation of DNA-PK (Figure 3C), which reaches similar levels as in the presence of BCAT1 but at a faster pace. On the other hand, depletion of BCAT1 leaves HR kinetics unmodified. Ultimately, altering c-NHEJ kinetics increases DNA damage as revealed by a 2–3 fold increase in the levels of γH2AX (Figure 3E), halts the mitotic cycle, and induces apoptosis. The mechanism behind this aberrant DDR in BCAT1-depleted cells is currently unknown; however, we speculate that the consequent accumulation of metabolites (such as 3-HB) and reduced antioxidant buffering capacity may be involved. 

The ability of BCAT1 to complex with KU70 and KU80 suggests that the former directly regulates the c-NHEJ repair pathway. This is an interesting role for a primarily cytosolic enzyme to play on a typically nuclear process. Because our IP experiments utilized ectopic expression of the proteins, it is not immediately clear if such a complex is formed in T-ALL cells, as BCAT1 and the KU70/KU80 proteins are commonly associated with distinct subcellular compartments. To reconcile this paradox, we looked at the subcellular localization of BCAT1 and KU70/KU80 proteins under basal conditions and after a genotoxic insult with etoposide. Our experiments confirm that, under basal conditions, a minor pool of BCAT1 can be found in the nucleus of leukemic cells, whereas KU70 and KU80 proteins are also present in the cytoplasm. This is in line with previous studies, which localized KU70 in the cell membrane and the nucleus of neuroblastoma cells [23] or reported the presence of the KU complex in the cytoplasm of primary CD4+ T cells [26]. Interestingly, cytoplasmic KU70 is known to possess distinct functions from its nuclear counterpart and to bind the pro-apoptotic protein BAX, thus preventing BAX-mediated cell death in neuroblastoma cells [22]. Although colocalization of BCAT1 and KU70/KU80 is possible either in the cytoplasm or the nucleus, PLA assays suggest a weak interaction exists between BCAT1 and KU70 in the cytoplasm of leukemic cells under basal conditions. In contrast, the interaction between BCAT1 and KU70 becomes strong and nuclear following a genotoxic insult. Since depletion of BCAT1 accelerates c-NHEJ, we hypothesize that BCAT1 binds to the KU complex in order to control its redistribution from the cytoplasm to the nucleus and to modulate its nuclear levels and repair activity following DNA damage (Figure 5). Such redistribution of KU70 has previously been reported in neuroblastoma cells after irradiation [22]. The presence of BCAT1 probably limits acetylation of cytoplasmic and nuclear KU70 by restricting the production of 3-HB from leucine [10] (Figure 5). As acetylation of KU70 is associated with induction of apoptosis and poor DNA repair, BCAT1 overexpression in T-ALL is cytoprotective, especially following exposure to DNA-damaging agents. We hypothesized that NOTCH1 directly represses HR [8] and indirectly modulates the rate of c-NHEJ through BCAT1 upregulation in order to promote cell survival in the presence of a genotoxic insult. The same mechanism might be at play during leukemogenesis, which allows for the accumulation of genetic lesions, the survival of the cells, and ultimately the onset of T-ALL. It is worth mentioning here that although our study focused on the function of BCAT1 on DNA repair, we additionally found that BCAT1 was physically associated with numerous ribosomal proteins and might function in RNA splicing. This observation deserves further exploration. In addition, future work needs to be performed to better characterize how the BCAT1-KU70/KU80 interaction regulates DDR in T-ALL cells and the effective function of acetylated KU70 in DNA repair.

Overall, our findings suggest that BCAT1 regulates DNA repair and that targeting BCAT1 could represent a promising therapeutic option, especially in combination with DNA-damaging agents, in T-ALL patients with *NOTCH-1* activating mutations presenting high levels of BCAT1, mostly included in the cortical (CD1a^+^) immunophenotypical subgroup.

## 4. Materials and Methods

### 4.1. Cell Lines and Primary Leukemia Samples

Human embryonic kidney (HEK) 293T cells and U2OS cells were obtained from the American Type Culture Collection (ATCC). These cells were maintained in DMEM containing 10% fetal bovine serum (FBS) and 0.05 mg/mL penicillin/streptomycin. T-ALL cell lines (MOLT-4, Jurkat E6, CCRF-HSB2) were obtained from ATCC, while CCRF-CEM cells were provided by Prof. Adolfo Ferrando (Columbia University, New York, NY, USA). All T-ALL cell lines were maintained in RPMI-1640 media supplemented with 10% FBS and 0.05 mg/mL penicillin/streptomycin. Patient-derived xenografts (PDX) [10] were expanded in vivo via i.v. injection in 6–8 week old female NOD SCID IL2Rγnull (NSG) immunodeficient mice. T-ALL cells from spleens of xenografted mice were cultured in vitro in MEM-alpha media supplemented with 10% human serum and cytokines [27]. *Bcat1* knockout (−/−; KO) mice on a C57BL/6J background were generated using the CRISPR/Cas9 technology by Cyagen (Santa Clara, CA, USA) [10,28]. NOTCH1-induced T-ALL tumors (ΔENOTCH1 tumors) were generated in mice as previously described [29]. Spleens of diseased mice were used as a source of murine T-ALL cells for further studies. Procedures involving animals and their care conformed with institutional guidelines and were authorized by local (OPBA) and national (Italian Ministry of Health) animal ethical committees. 

### 4.2. RNA-Sequencing and Gene-Set Enrichment Analysis

CCRF-CEM shCTRL and CCRF-CEM sh*BCAT1* were treated in triplicate with etoposide (1 μM) or vehicle (DMSO) for 24 h. Next, RNA was extracted using the RNAeasy Mini Kit (#74104; Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Library preparation and paired-end RNA sequencing using Illumina NextSeq 500, as well as downstream data analysis, were performed by Active Motif. Sequenced reads were mapped to the genome using the STAR aligner with default settings, and uniquely mapped reads were counted. Normalized counts per million and differential gene expression were determined with DESeq2.18 (Active Motif). Significantly differentially expressed genes were defined according to a false discovery rate (FDR) and *p* < 0.05 threshold. Hierarchical clustering of Z score and log fold-change expression values used in heatmaps was carried out using GenePattern 2.0 software [30] and iDEP1.1 (http://bioinformatics.sdstate.edu/idep96/ accessed on 9 February 2024). Gene set enrichment analysis (GSEA) was performed on a complete ranked list of our genes using gene sets from the Molecular Signature Database at the Broad Institute (https://www.gsea-msigdb.org/gsea/msigdb/index.jsp accessed on 24 July 2024) [31] using GenePattern software and iDEP1.1. Graphs were plotted using http://www.bioinformatics.com.cn/srplot accessed on 25 July 2024, an online platform for data analysis and visualization. Primary data have been deposited in GEO (GSE275161) and will be released 18 August 2025.

### 4.3. Affinity Purification Mass Spectrometry and Bioinformatics

For the purification of BCAT1-associated proteins, 1 × 10^9^ CUTLL1 cells stably expressing myc-DDK-tagged BCAT1 (BCAT1 myc/DDK) and control CUTLL1 cells were harvested by centrifugation and washed in cold PBS. Cytoplasmic extracts were obtained using hypotonic lysis buffer (Active Motif, Carlsbad, CA, USA) supplemented with phosphatase and protease inhibitor cocktails. The lysates were cleared by centrifugation at 14,000× *g* for 30 min. NaCl concentration in cytoplasmic extracts was adjusted to 150 mM and pre-cleared with Protein G Plus–agarose (sc-2002; Santa Cruz Biotechnology, Dallas, TX, USA) at 4° for 30 min. Approximately 30 mg of cytoplasmic extracts were incubated overnight with EZview Red anti-FLAG M2 affinity gel beads (F2426; Sigma-Aldrich, Merck, Darmstadt, Germany). Beads were washed 3 times with BC100 (20 mM Tris-HCl pH 7.9, 100 mM NaCl, 10% glycerol, 1 mM EDTA) containing 0.3% Triton X-100, and bound proteins were eluted with 4 bead volumes of BC100 containing 0.5 mg/mL of FLAG peptide (F4799; Sigma) for 6 h. The FLAG affinity-purified complexes were further immunopurified by using 30 μL of EZ view Red anti-c-Myc affinity beads (E6654; Sigma). After incubation for 16 h, beads were washed 4 times with BC-100 containing 0.1% Triton X-100 in spin columns [18] and eluted under native conditions using c-Myc peptide (M2435; Sigma). Ten percent of the eluate was resolved on SDS-PAGE and silver-stained using the silverquest kit (LC6070; Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), while the remaining material was processed for mass spectrometry [27] at the Proteomics Center (University of Padova and Azienda Ospedaliera di Padova). After compiling and filtering the data (proteins representing a fold change (FC) ≥ 10 compared to control, *p*-value ≤ 0.05 in replicates), the protein list was queried on the Kyoto Encyclopedia of Genes and Genomes (KEGG) and hallmark gene sets using ShinyGO software [13] to identify enriched pathways.

### 4.4. Apoptosis Analysis by Flow Cytometry

T-ALL cells (3 × 10^5^) were seeded in 24-well flat-bottom plates and treated with increasing doses of etoposide (100–1000 nM) from Selleck (S1225; Selleck Chemicals LLC., Houston, TX, USA). We analyzed apoptosis after 48–72 h by flow cytometry (FACS) after staining with Annexin V-FITC (APOAF; Roche, Burgess Hill, UK) or Annexin V-PE (#556422; BD Biosciences, Milan, Italy) and SYTOX Red dead cell stain (S34862; Invitrogen). Apoptosis was defined as the sum of the percentage of Annexin V+ and Annexin V+/SYTOX Red+ cells. The samples were collected on a FACSCalibur (BD Biosciences) using Cell Quest software 5.1 (BD Biosciences) or a BD LSR II flow cytometer. Acquired data were analyzed with FlowJo (Tree Star Inc., Ashland, OR, USA). 

### 4.5. Western Blotting and Immunoprecipitation

Total cell lysates were prepared using RIPA lysis buffer supplemented with phosphatase inhibitor cocktail set I and II (P5726, P0044; Sigma-Aldrich, Merck, Darmstadt, Germany) and protease inhibitor cocktail tablets (#05892791001; Roche, Burgess Hill, UK) and normalized for protein concentration using the BCA method (#23227; Pierce, Pero, Italy). For Western blotting, protein samples were separated on 4–12% gradient Tris-Glycine or 3–8% Tris-Acetate SDS-PAGE gels (Invitrogen) and transferred to PVDF membrane (Millipore, Merck, Darmstadt, Germany). Antibodies against tubulin (TU-02; sc-8035), c-myc (9E10; sc-40), and p53 (DO-1; sc-126) were from Santa Cruz Biotechnology (Dallas, TX, USA); antibodies recognizing FLAG epitope (#14793), BCAT1 (#88785), KU-80 (#2180), KU-70 (#4588), phosphorylated H2AX (pS139; #9718), phosphorylated DNA-PKcs (pS2056; #68716), total DNA-PKcs (#12311), phosphorylated ATM (pS1981; #5883), total ATM (#2873), phosphorylated CHK1 (pS345; #2348), phosphorylated CHK2 (pT68; #2197), total CHK2 (#6334), phosphorylated TP53 (pS15; #12571), and GADPH (#5174) were from Cell Signaling Technology (Danvers, MA, USA). Mouse anti-BCAT1 (#611271; BD Pharmingen, Oxford, UK) and rabbit anti-Green Fluorescent Protein (GFP) antibody (#A-11122) were from Invitrogen. Rabbit polyclonal antibody against acetyl-KU70 (Lys542; #OASG04124) was from Aviva Systems Biology (San Diego, CA, USA). The BioRad ChemiDoc XRS Imager was used to capture the signals from the blots. We quantified each protein band using ImageJ 1.54f software and normalized each target protein (after background subtraction) to its loading control or to its total protein form (for phosphorylated proteins). For co-immunoprecipitation (CO-IP) assays, HEK 293T cells stably expressing BCAT1 myc/DDK were transfected with expression vectors encoding pEGFP-C1-FLAG-Ku70 (Addgene #46957) or pEGFP-C1-FLAG-Ku80 (Addgene #46958) using JetPEI transfection reagent (#101000020; Polypus-transfection Inc., New York, NY, USA). Forty hours after transfection, cells were lysed in NETN lysis buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.5% NP-40, and protease inhibitor cocktail). For IP, cell lysates were pre-cleared with Protein G–agarose (Santa Cruz Biotechnology) at 4 °C for 30 min before being incubated with GFP-Trap agarose (#gta-20; Proteintech, Manchester, UK), or EZ view Red anti-c-Myc affinity beads (Sigma-Aldrich) overnight at 4 °C. Beads were washed five times with lysis buffer and boiled in 2×SDS Laemmli’s sample buffer. Immune complexes were analyzed by SDS-PAGE and immunoblot. For experiments mapping the regions of interaction between BCAT1 and XRCC5 or XRCC6, HEK 293T cells stably expressing BCAT1 myc/DDK were transfected with expression vectors for XRCC6 (pcDNA-HAXRCC6 (full-length: 1–609), N-terminal (1–350), Ku domain (351–500), C-terminal (501–609)) or XRCC5 (pLenti-HAXRCC5 (full-length: 1–732), N-terminal (1–240), Ku domain (241–550), C-terminal (551–732)). Forty hours after transfection, cells were lysed in modified NETN lysis buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 1% Triton-X, and protease inhibitor cocktail). Before IP, cell lysates were pre-cleared with Protein G–agarose (Santa Cruz Biotechnology) at 4 °C for 30 min before being incubated with EZ view Red anti-FLAG affinity beads (Sigma-Aldrich) overnight at 4 °C. Beads were washed five times with lysis buffer and boiled in 2×SDS Laemmli’s sample buffer. Immune complexes were analyzed by SDS-PAGE and immunoblot. For experiments mapping the regions of interaction between XRCC5 or XRCC6 and BCAT1, HEK 293T cells were co-transfected with expression vectors for full-length XRCC6 (pcDNA-HAXRCC6 (1–609)) or full-length XRCC5 (pLenti-HAXRCC6 (1–732)) and BCAT1 deletion mutants in the pLenti-Myc-DDK-P2A-Puro vector (N-terminal (1–197), C-terminal (198–373), AT-IV domain (94–343)). Forty hours after transfection, cells were lysed in modified NETN lysis buffer. Before IP, cell lysates were pre-cleared with Protein G–agarose (Santa Cruz Biotechnology) at 4 °C for 30 min before being incubated with EZ view Red anti-HA affinity beads (E6779; Millipore Sigma-Aldrich) overnight at 4 °C. Beads were washed five times with lysis buffer and boiled in 2× SDS Laemmli’s sample buffer. Immune complexes were analyzed by SDS-PAGE and immunoblot. For IP of endogenous BCAT1-bound proteins in T-ALL cells, we lysed 100–150 × 10^6^ CUTLL1 T-ALL cells engineered to express myc/DDK-tagged BCAT1 (CUTLL1 BCAT1-myc/DDK) for 30 min in RIPA lysis buffer supplemented with phosphatase and protease inhibitor cocktails. After centrifugation, cell lysates (diluted 1:3 with modified NETN buffer) were pre-cleared with Protein G–agarose (Santa Cruz Biotechnology) at 4 °C for 30 min before being incubated overnight with anti-FLAG M2 affinity gel beads (Sigma-Aldrich). Beads were washed three times with modified NETN lysis buffer, and proteins were eluted by incubating the beads with FLAG peptide (1 mg/mL, Sigma-Aldrich). Further, for detecting endogenous interactions, CCRF-CEM cells were lysed in NETN lysis buffer. After centrifugation, the cell lysates were pre-cleared with TrueBlot^®^ anti-Mouse Ig IP Beads (#00-8811-25; Rockland Immunochemicals Inc., Limerick, PA, USA) before being incubated overnight with 5 µg of mouse antibody against BCAT1 (ECA39, sc-517185; Santa Cruz Biotechnology) or irrelevant mouse Ig (sc-2025; Santa Cruz Biotechnology). Subsequently, samples were incubated for 2 h with TrueBlot^®^ anti-Mouse Ig IP Beads, and IP washed 5 times with NETN lysis buffer. Immune complexes were then analyzed by SDS-PAGE and immunoblot.

### 4.6. Plasmids, Lentiviral Constructs, and Viral Production

For *BCAT1* silencing experiments, HEK293T cells were transfected with pGipz non-silencing shRNA control (RHS4346), sh*BCAT1*#1 (RHS4430-200295245), sh*BCAT1*#2 (RHS4430-200207676), pLKO.1-sh*BCAT1* (#3; TRCN0000005907; Sigma-Aldrich), pLKO.1-puro shcontrol (SHC002; Sigma-Aldrich), and appropriate packaging plasmids using JetPEI transfection reagent (Polyplus, Illkirch, France). BCAT1 overexpression was performed using pLenti-BCAT1-Myc-DDK-P2A-Puro (RC219229L3; Origene, Rockville, MD, USA). Plasmids carrying deletion mutants of BCAT1 (N-terminal, C-terminal, and AT-IV domain) were synthesized and cloned in the pLenti-Myc-DDK-P2A-Puro vector using AsiSI and MluI restriction sites by Genewiz (ALENTA Life Sciences, Chelmsford, MA, USA). Plasmids encoding HA-tagged XRCC5 full-length and deletion mutants (N-terminal, C-terminal, and Ku domain) were synthesized and cloned in the pLenti-P2A-Puro vector using AsiSI and MluI restriction sites by Genewiz (ALENTA Life Sciences, Chelmsford, MA, USA). pcDNA-HA-XRCC6 full-length and deletion mutants (N-terminal, C-terminal, and Ku domain) were kindly donated by Bae Jeehyon (Seoul, Korea) [32]. For viral production, viral supernatant from transfected cells was collected 48 h after transfection, filtered, and used to infect target cells. All infections of T-ALL cells were performed by spinoculation. After infection, T-ALL cells were selected for 3–7 days in puromycin before functional assays.

### 4.7. Analysis of Double Strand Breaks (DSB) Repair by Reporter Assays

The efficacy of DNA double-strand repair was determined using GFP-based reporter assays as described previously [18,19]. Briefly, cells (U2OS, Jurkat E6) were transfected with pimEJ5-GFP (Addgene #44026) vectors. The transfected cells were selected in puromycin (1 mg/mL) for at least two weeks. Selected T-ALL reporter cell lines were infected with lentiviral particles for pLKO.1-sh*BCAT1* or pLKO.1-puro shcontrol. U2OS reporter cell lines were instead infected with lentiviral particles for pLenti-Myc-DDK-P2A-Puro empty vector, pLenti-BCAT1-Myc-DDK-P2A-Puro, or BCAT1 mutants (catalytically dead mutant where lysine 222 is mutated to alanine, i.e., BCAT1K222A, or redox motif inactive mutant BCAT1SXXS where cysteines 335 and 338 in the CXXC motif are mutated to serines). Five to ten days post-infection, cell lines were evaluated for gene editing, i.e., *BCAT1* silencing or overexpression. Cell lines with successful modulation of BCAT1 expression were transfected/electroporated with the SceI endonuclease expression vector (pCBA-SceI; Addgene #26477) to induce DSBs. Forty-eight to seventy-two hours after the induction of DSBs, cells were analyzed by flow cytometry FACSCalibur (BD Biosciences). The percentage of GFP-positive cells was used as an indication of c-NHEJ efficiency.

### 4.8. Cellular Fractionation

For cell fractionation analysis, nuclear and cytoplasmic fractions were collected using the Nuclear Extract Kit (#40010; Active Motif, Carlsbad, CA, USA) following manufacturer instructions.

### 4.9. Immunoprecipitation of Acetylated Proteins

Immunoprecipitation of acetylated proteins was performed using the Signal-seeker Acetyl-Lysine detection kit (SKU BK163; Cytoskeleton, Inc., Denver, CO, USA) according to the manufacturer’s recommendations. Briefly, cells were lysed in diluted BlastR lysis buffer containing class I and II HDAC inhibitors (trichostatin A; TSA) and class III HDAC inhibitors (nicotinamide). Approximately 2 mg of protein was pre-cleared with Protein G–agarose (Santa Cruz Biotechnology) at 4 °C for 30 min before being incubated with acetyl-lysine affinity beads or acetyl-lysine IP control beads overnight at 4 °C. Beads were washed three times with BlastR-2 wash buffer, and bound proteins were eluted with bead elution buffer. Immune complexes were analyzed by SDS-PAGE and immunoblot.

### 4.10. Immunofluorescence Analysis

T-ALL cells were seeded on Shi-fix coverslips (SB-Shifix50PLUS; Shikhar Biotech, Nepal) according to the manufacturer’s instructions. After washing in PBS, cells were fixed with 4% paraformaldehyde and permeabilized with PBS-0.1% Triton-X (Sigma-Aldrich). Cells were blocked in PBS-1% goat serum (S-1000-20; Vector Laboratories, Newark, NJ, USA) and incubated with rabbit antibodies against KU70 (10723-1-AP; 1:80; Proteintech Europe) and a mouse antibody against BCAT1 (1:80; BD Pharmingen) overnight at 4 °C. Subsequently, samples were washed and incubated with secondary antibodies: anti-rabbit Alexa Fluor 568 (A-11011; 1:500; Invitrogen) and anti-mouse Alexa Fluor 488 (A-11001; 1:500; Invitrogen) at room temperature for 1 h in the dark. After washing with PBS, DAPI staining was performed to visualize nuclear DNA. Images were acquired with a Zeiss LSM900 confocal microscope equipped with argon (488 nm) and helium-neon (543 nm and 633 nm) laser sources and a 63X PlanFluo oil immersion objective.

### 4.11. Analysis of 53BP1 and γH2AX Foci by Immunofluorescence

T-ALL cells were seeded on Shi-fix coverslips (Shikhar Biotech, Nepal) according to the manufacturer’s instructions. Staining was performed as previously described [9]. After washing in PBS, cells were fixed with 4% paraformaldehyde and permeabilized with PBS-0.1% Triton-X (Sigma-Aldrich). Cells were blocked in PBS-1% goat serum (Vector Laboratories, Newark, NJ, USA) and incubated with rabbit antibodies against 53BP1 (NB100-304; 1:500; Novus Biological, Bio-Techne SRL, Milano, Italy) and a mouse antibody against γH2AX (05-636-I; 1:250; Millipore) overnight at 4°C. Subsequently, samples were washed and incubated with secondary antibodies: anti-rabbit Alexa Fluor 647 (A-21244; 1:500; Invitrogen) and anti-mouse Alexa Fluor 568 (A-11004; 1:500; Invitrogen) at room temperature for 1 h in the dark. After washing with PBS, DAPI staining was performed to visualize nuclear DNA. Images were acquired with a Zeiss LSM900 confocal microscope equipped with argon (488 nm) and helium-neon (543 nm and 633 nm) laser sources and a 63X PlanFluo oil immersion objective. Foci were counted using ImageJ software.

### 4.12. Proximity Ligation Assay (PLA)

T-ALL cells untreated or treated with etoposide (1 µM) for 24 h were seeded on Shi-fix coverslips (Shikhar Biotech), washed with PBS, and then fixed and permeabilized as above. Cells were then subjected to in situ PLA using Duolink Detection Reagents Red (DUO92008, Sigma-Aldrich) according to the manufacturer’s instructions. Primary antibodies used were rabbit antibodies against KU70 (1:50; Proteintech Europe, Manchester, UK) and a mouse antibody against BCAT1 (1:50; BD Pharmingen, Oxford, UK) overnight at 4 °C. Duolink anti-mouse PLA probe MINUS (DUO92004, Sigma-Aldrich) and Duolink anti-rabbit PLA probe PLUS (DUO92002, Sigma-Aldrich) were used. DAPI staining was performed to visualize nuclear DNA.

### 4.13. Statistical Analyses

Results were expressed as mean value ± standard deviation (SD). Normality checks of analyzed data were performed using the Shapiro–Wilk test. For analyses comparing multiple experimental groups, the Kruskal–Wallis test (non-parametric test) was used. Student’s *t*-test and the nonparametric Mann–Whitney *U* test were used where appropriate. We calculated half inhibitory concentrations (IC50) with CompuSyn 1.0 software (Biosoft, Cambridge, UK) [33]. All statistical tests were two-sided, unpaired, and *p* < 0.05 was considered statistically significant (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). Statistical analyses were performed with GraphPad Prism 8.0 software (GraphPad Software, San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
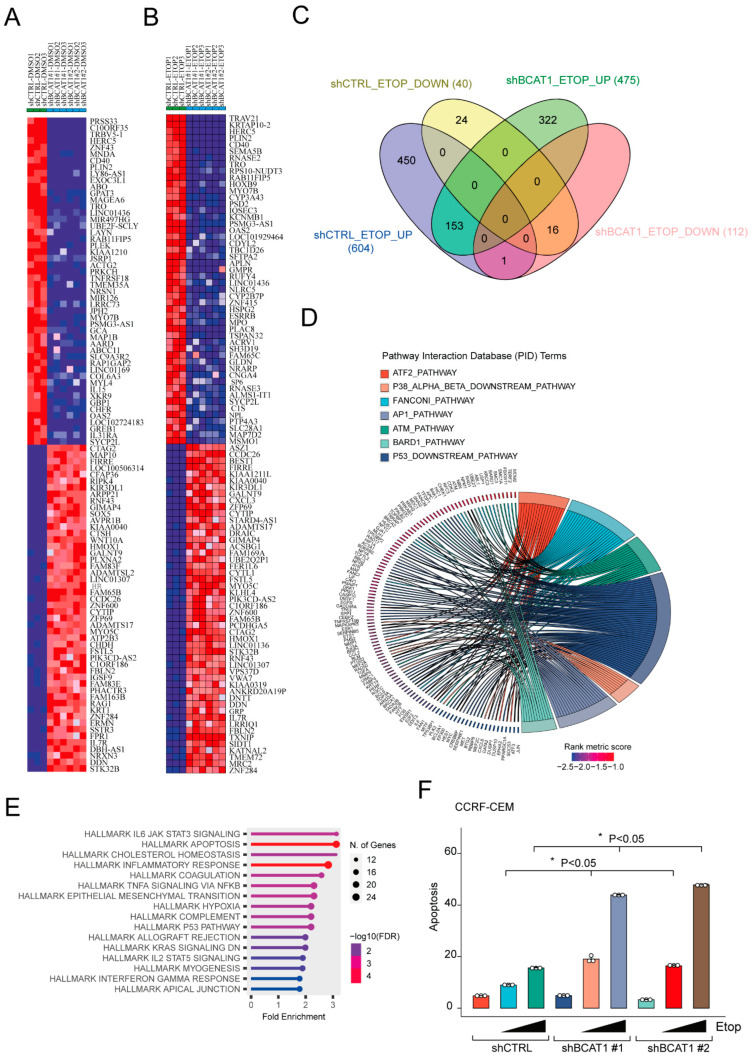
*BCAT1* loss induces a dysfunctional DNA damage response following etoposide treatment. (**A**) Heat map representation of the top down- and upregulated genes between control CCRF-CEM (shCTRL) and BCAT1-depleted CCRF-CEM cells (sh*BCAT1* #1 and #2). (**B**) Heat map representation of the top down– and upregulated genes between CCRF–CEM shCTRL treated with etoposide for 24 h and CCRF-CEM sh*BCAT1* treated with etoposide for 24 h. (**C**) Venn diagram comparing number of transcripts significantly up- (UP) or downregulated (DOWN) by etoposide treatment in each dataset. (**D**,**E**) ShinyGO 0.8 software was used for enrichment analysis of differentially expressed genes between control and BCAT1−depleted cells treated with etoposide. Gene set enrichment analysis (GSEA) identified significantly enriched Pathway Interaction Database (PID) and hallmark gene sets. (**D**) The chord plot shows the relationship between PID gene sets and genes. (**E**) Lollipop plots showing enriched hallmark gene sets. (**F**) Quantification of apoptosis in CCRF-CEM T-ALL cells transduced with shCTRL or sh*BCAT1* and treated in vitro for 48 h with DMSO (vehicle) or etoposide (500 nM–1 μM). Significance was calculated using the Kruskal-Wallis test. * *p* < 0.05.

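Each shRNA was also compared with shCTRL alone, in a fit of 6 groups. Under DMSO sh223 raised 224 and lowered 240 genes and sh329 raised 684 and lowered 422, with 202 raised and 182 lowered by both and 1 moved in opposite directions (edgeR's quasi-likelihood test at the thresholds of the paper). Under etoposide sh223 raised 773 and lowered 1028 genes and sh329 raised 366 and lowered 927, with 296 raised and 654 lowered by both and 11 in opposite directions. Over both treatments, 137 genes were higher and 141 lower with either shRNA, among them HERC5, PLIN2 and PRKCH on the lower side and ARPP21 on the higher side. Independent lists of these sizes would share 10.7 raised and 7.05 lowered genes under DMSO and 19.7 and 66.4 under etoposide. In 10 simulations of unchanged groups with shared controls no gene was shared. With no gene changed there is little to share, so this result cannot measure the overlap that the real controls give. Across genes, which are not independent replicates, the log2 fold changes of the shRNAs had a Pearson correlation of 0.599 under DMSO and 0.644 under etoposide, against 0.493 and 0.510 simulated, and a covariance of 0.441 and 0.584, against 0.0789 and 0.0835 simulated. With 3 control libraries per treatment the controls cannot be split, so part of the excess in shared calls may come from them.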

**Figure 2:**
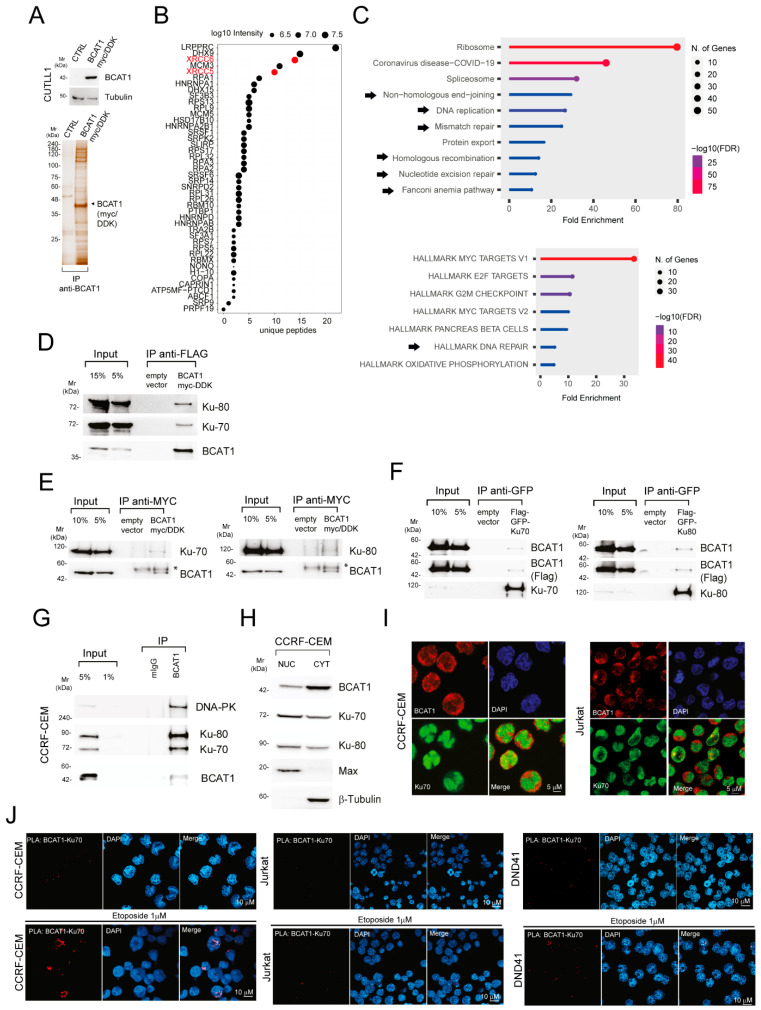
BCAT1 interacts with KU70 and KU80 proteins. (**A**) Purification of BCAT1 interacting partners. Expression of BCAT1 and tubulin was analyzed by immunoblotting (top) in CUTLL1 T-ALL cells stably expressing empty vector or double epitope-tagged BCAT1 (myc/DDK). Cytoplasmic extracts prepared from BCAT1 myc/DDK-expressing or mock-transduced (CTRL) CUTLL1 cells were subjected to sequential immunoprecipitation (IP) using anti-FLAG and anti-MYC beads. Proteins were resolved by SDS-PAGE and visualized by silver staining (bottom). Molecular weights (Mr) are indicated on the left. (**B**) Top proteins interacting with BCAT1 identified by mass spectrometry based on the number of unique peptides and intensity (bubble plot). These proteins were not identified in the control IP. Results are from one experiment of two performed with similar results. (**C**) ShinyGO 0.8 software was used for enrichment analysis of BCAT1-interacting partners. KEGG pathway (top) and hallmark (bottom) analysis representing top significantly enriched pathways (lollipop plots). (**D**) Cytoplasmic extracts prepared from CUTLL1 T-ALL cells stably expressing empty vector or BCAT1 myc/DDK were subjected to IP using anti-FLAG beads. FLAG peptide was used to elute proteins from the beads and were resolved by SDS-PAGE. Immunoblotting for BCAT1, KU70, and KU80 proteins was performed. (**E**) HEK 293T cells stably expressing epitope-tagged BCAT1 were transfected with GFP-KU70 (left) or GFP-KU80 (right) expression vectors, and lysates were subjected to co-immunoprecipitation (Co-IP) using anti-MYC tag beads. Immunoblot analysis for BCAT1 (anti-BCAT1) and KU70 or KU80 (anti-GFP) was performed. Asterisk (*) indicates non-specific bands. (**F**) HEK 293T cells stably expressing epitope-tagged BCAT1 were transfected with GFP-KU70 (left) or GFP-KU80 (right) expression vectors, and lysates were subjected to Co-IP using anti-GFP beads. Immunoblot analysis for BCAT1 (anti-BCAT1 and anti-Flag) and KU70 or KU80 (anti-GFP) was performed. (**G**) Interaction between endogenously expressed BCAT1, KU70, and KU80 proteins in CCRF-CEM cells was demonstrated by IP with IgG (mIgG) and anti-BCAT1 antibody followed by immunoblot analysis with the indicated antibodies. DNA-PKcs was also detected. (**H**) Cellular localization analysis of BCAT1, KU70, and KU80 via Western blot analysis of nuclear and cytoplasmic cell fractions in cell lysates from CCRF-CEM T-ALL cells. Tubulin and Max proteins are shown as controls for cytosolic and nuclear fractions. CYT: cytoplasmic fraction; NUC: nuclear fraction. (**I**) Localization of BCAT1 (red) and KU70 (green) by immunofluorescence in CCRF-CEM and Jurkat T-ALL cells. DAPI (blue) was used as a nuclear marker. A scale bar is shown. (**J**) The interaction between BCAT1 and KU70 was assessed under basal conditions (top) and after 24 h of treatment with etoposide (1 µM; bottom) by proximity ligation assay (PLA) with the indicated pairs of primary antibodies. DAPI (blue) was used as a nuclear marker. Scale bar is shown.

**Figure 3:**
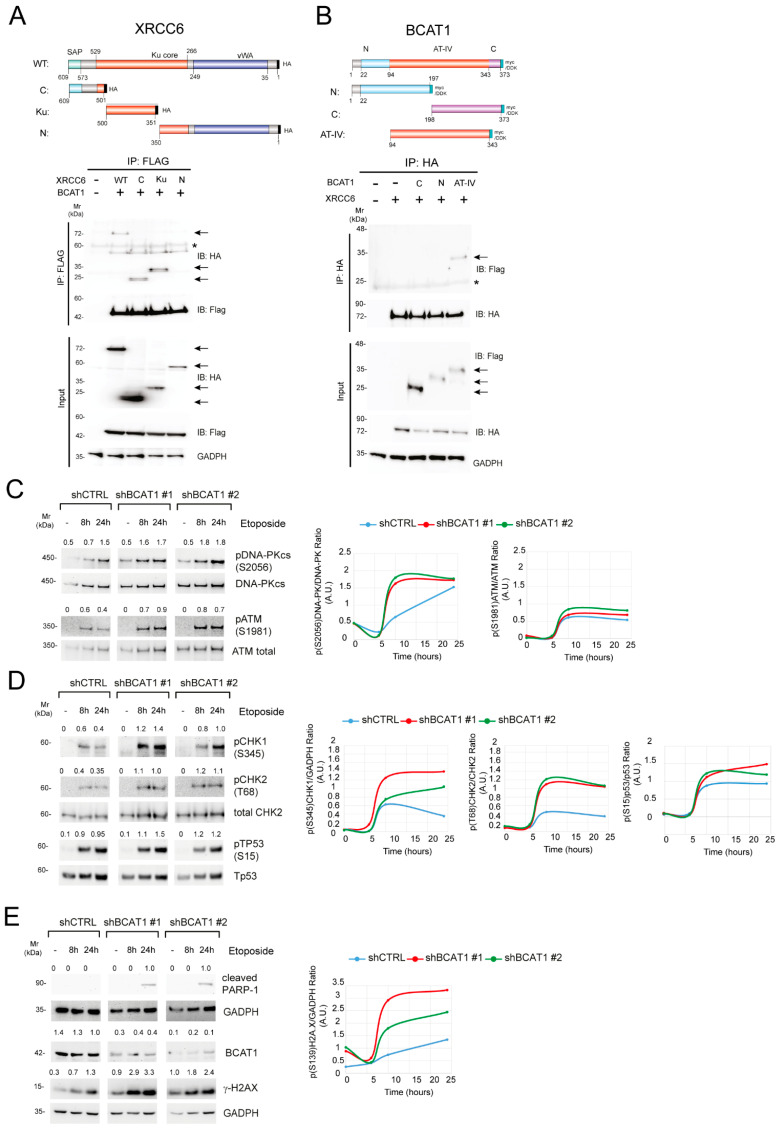
BCAT1–depletion induces a dysfunctional DNA damage response following etoposide treatment. (**A**) Schematic representations of the plasmids encoding full-length (WT) and truncation mutants of XRCC6 (top). vWA: von Willebrand A domain; SAP: SAF-A/B, Acinus, and PIAS domain. HEK 293T cells stably expressing epitope-tagged BCAT1 were transfected with the indicated plasmid. Cell lysates were subjected to IP with anti-FLAG beads followed by immunoblot analysis with the indicated antibodies. The arrows indicate expected positions of the respective proteins, and asterisks (*) indicate non–specific bands. (**B**) Schematic representations of the plasmids encoding full-length (WT) and truncation mutants of BCAT1 (top). N: Branched–chain amino acid aminotransferase-like N-terminal domain; AT–IV: aminotransferase class IV domain; C: Branched-chain amino acid aminotransferase-like C–terminal domain. HEK 293T cells were transfected with HA–tagged XRCC6 and the indicated BCAT1 mutant plasmids. Cell lysates were subjected to IP with anti-HA beads followed by immunoblot analysis with the indicated antibodies. The arrows indicate expected positions of the respective proteins, and asterisks (*) indicate non-specific bands. (**C**–**E**) CCRF–CEM T-ALL cells transduced with shCTRL or sh*BCAT1* were treated with 1 µM etoposide for the indicated time. Subsequently, whole cell lysates were collected and analyzed by immunoblotting for proteins implicated in (**C**,**D**) the activation of the DNA damage response (pDNA-PKcs, pATM, pCHK1, pCHK2, pTP53); (**E**) DNA damage (γH2AX) and apoptosis (cleaved PARP-1). Total DNA–PKcs and ATM are shown as loading controls (**C**). Total CHK2, total TP53, and GADPH are shown as loading controls (**D**,**E**). Phospho-protein/protein ratios are shown (top) in each panel. A graphical representation of the phospho-protein/protein ratios is also shown for selected proteins (right panels).

**Figure 4:**
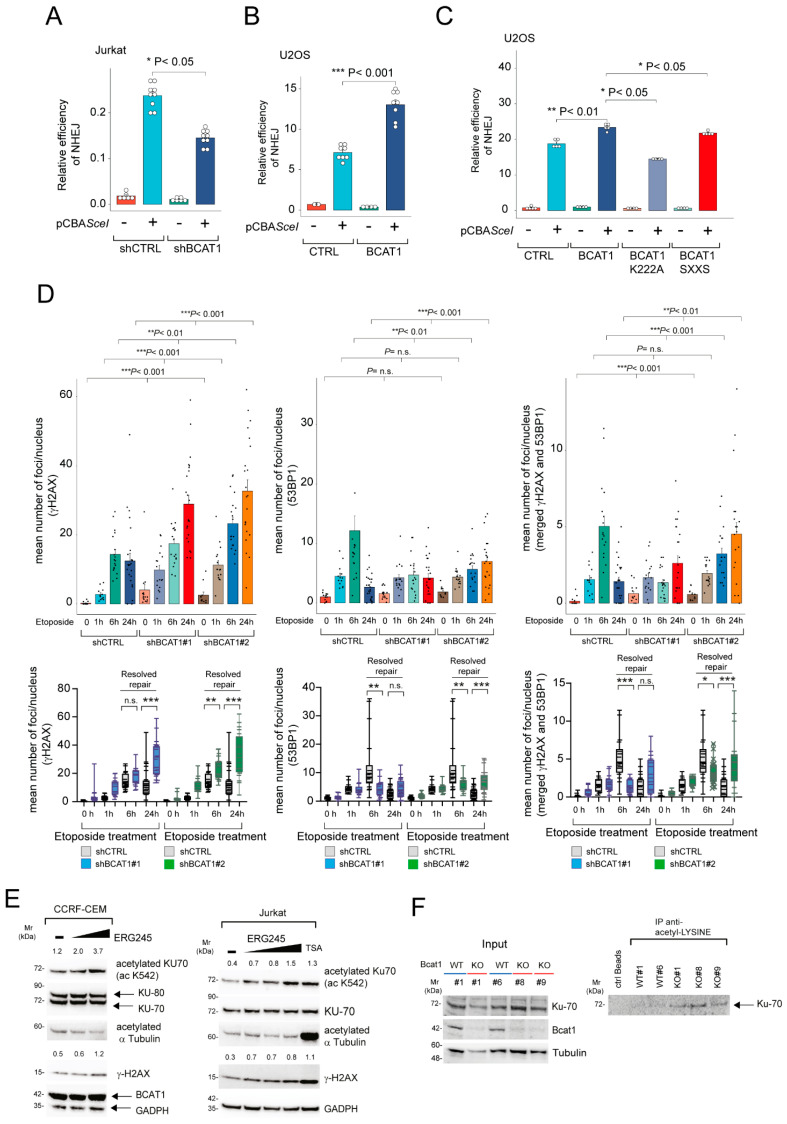
BCAT1-depletion decreases DNA repair by modulating KU70 acetylation levels. (**A**) Jurkat reporter cell lines were generated from parental cell lines by transfection of the pimEJ5-GFP construct and subsequent selection with puromycin for over 14 days. These cell lines were subsequently engineered to lose BCAT1 expression (pLKO.1 sh*BCAT1*#3). The reporter cell lines were then electroporated with the pCBA-SceI endonuclease-expressing vector (or empty vector). After 72 h, the activity of the c-NHEJ (pimEJ5-GFP vector-expressing cells) DNA repair pathway was assessed by measuring the percentage of GFP-positive cells using flow cytometry. Error bars indicate ±SD. Results from one of three independent experiments performed with 6–9 replicates are shown. Significance was calculated using an unpaired Mann–Whitney *U* test. * *p* < 0.05. (**B**) U2OS cells were engineered to overexpress BCAT1 (BCAT1 myc/DDK). Cells were then transfected with the pimEJ5-GFP vector and pCBA-SceI or empty vector. After 48 h, the activity of the c-NHEJ (pimEJ5–GFP vector-expressing cells) DNA repair pathway was assessed by measuring the percentage of GFP-positive cells using flow cytometry. Error bars indicate ± SD. Results from one of two independent experiments are shown. Significance was calculated using an unpaired Mann-Whitney *U* test. *** *p* < 0.001. (**C**) U2OS cells were engineered to overexpress BCAT1 (BCAT1 myc/DDK) or BCAT1 mutants (K222A, SXXS). Cells were then transfected with the pimEJ5-GFP vector and pCBA-SceI or empty vector. After 48 h, the activity of the c-NHEJ (pimEJ5–GFP vector-expressing cells) DNA repair pathway was assessed by measuring the percentage of GFP–positive cells using flow cytometry. Error bars indicate ± SD. Results from one of two independent experiments are shown. Significance was calculated using an unpaired Mann-Whitney *U* test. * *p* < 0.05, ** *p* < 0.01. (**D**) Kinetics of DNA repair in CCRF-CEM control and *BCAT1* stable knockdown T-ALL cells (sh*BCAT1*#1, sh*BCAT1*#2). The number of γH2AX foci (left), 53BP1 foci (middle), and coincident γH2AX/53BP1 foci (right) per nucleus following etoposide treatment are denoted. Each point represents data from a single cell, and the bars denote the median foci number per cell. Top panels: Significance was calculated using the Kruskal-Wallis test. ** *p* < 0.01, *** *p* < 0.001. n.s. = not significant. Box–and–whisker plots denote expression from minimum to maximum (bottom). Significance was calculated using an unpaired Mann-Whitney *U* test. ** *p* < 0.01, *** *p* < 0.001. n.s. = not significant. (**E**) CCRF-CEM T-ALL cells (left) were treated with different doses of ERG245 (100–200 µM) for 24 h. Subsequently, whole cell lysates were collected and analyzed by immunoblotting for the indicated proteins. Total KU70 and GADPH are shown as loading controls. Jurkat T-ALL cells (right) were treated with different doses of ERG245 (100–300 µM) or Trichostatin A (TSA; 100 nM) for 24 h. Subsequently, whole cell lysates were collected and analyzed by immunoblotting for the indicated proteins. Total KU70 and GADPH are shown as loading controls. The acetylated KU70/total KU70 protein ratios and γH2AX/GADPH protein ratios are also shown. (**F**) Whole cell lysates from ΔE-NOTCH1 leukemias wild-type and KO for *Bcat1* were immunoprecipitated using anti-acetyl-lysine affinity beads or control beads and probed for Ku70 and Bcat1. α-Tubulin is shown as a loading control (input).

**Figure 5:**
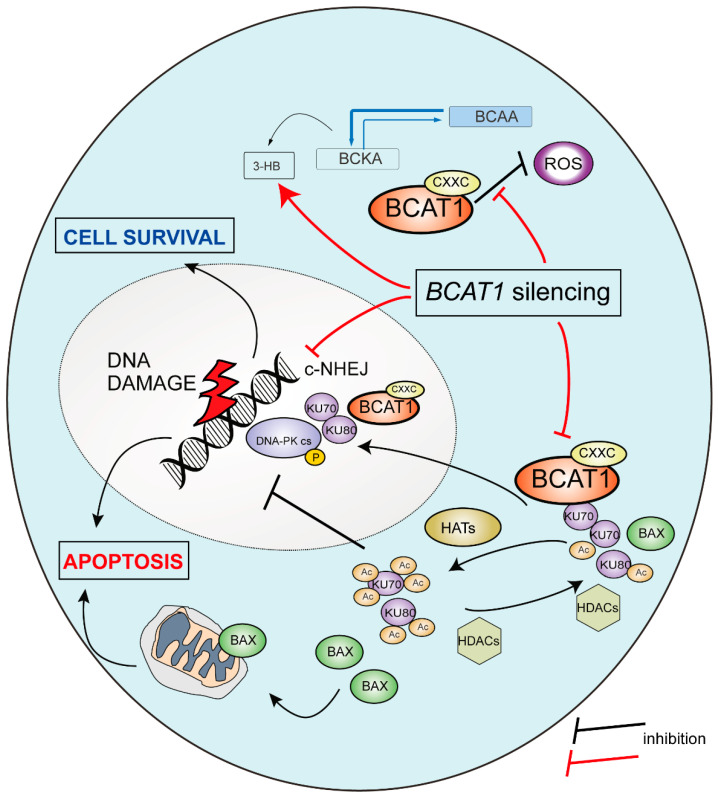
Schematic illustration of a proposed model for BCAT1 in modulating the DNA damage response in T-ALL cells. 3-HB: 3 hydroxy-butyrate; BCAA: branched-chain amino acids; BCKA: branched-chain keto acids; ROS: reactive oxygen species; HATs: histone acetyl transferases; HDACs: histone deacetylases; c-NHEJ: non-homologous end joining. The CXXC motif of BCAT1 implicated in ROS buffering is also shown.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252413571/s1.

# Supplementary material for: BCAT1 Associates with DNA Repair Proteins KU70 and KU80 and Contributes to Regulate DNA Repair in T-Cell Acute Lymphoblastic Leukemia (T-ALL)
**Source:** Int J Mol Sci. 2024 Dec 18;25(24):13571. doi: 10.3390/ijms252413571
**Supplement:** Supplementary file 1

*Supplementary Information*

# **BCAT1 associates with DNA repair proteins KU70 and KU80 and contributes to regulate DNA repair in T-cell acute lymphoblastic leukemia (T-ALL)**

Valeria Tosello, Chiara Rompietti, Adonia Papathanassiu, Giorgio Arrigoni and Erich Piovan

## **Supplementary Information**

- Supplementary Table S1:** Differentially expressed genes between CCRF-CEM shBCAT1 and control cells
- Supplementary Table S2:** Differentially expressed genes between CCRF-CEM shBCAT1 treated with etoposide and control cells treated with etoposide
- Supplementary Table S3:** BCAT1 interacting partners identified by Affinity purification mass spectrometry
- Supplementary Figure S1.** BCAT1 loss sensitizes cells to apoptosis following etoposide treatment
- Supplementary Figure S2.** Cellular distribution of BCAT1 and KU proteins in T-ALL cells
- Supplementary Figure S3.** BCAT1 interacts with KU80 protein
- Supplementary Figure S4.** BCAT1 depletion increases KU-70 acetylation

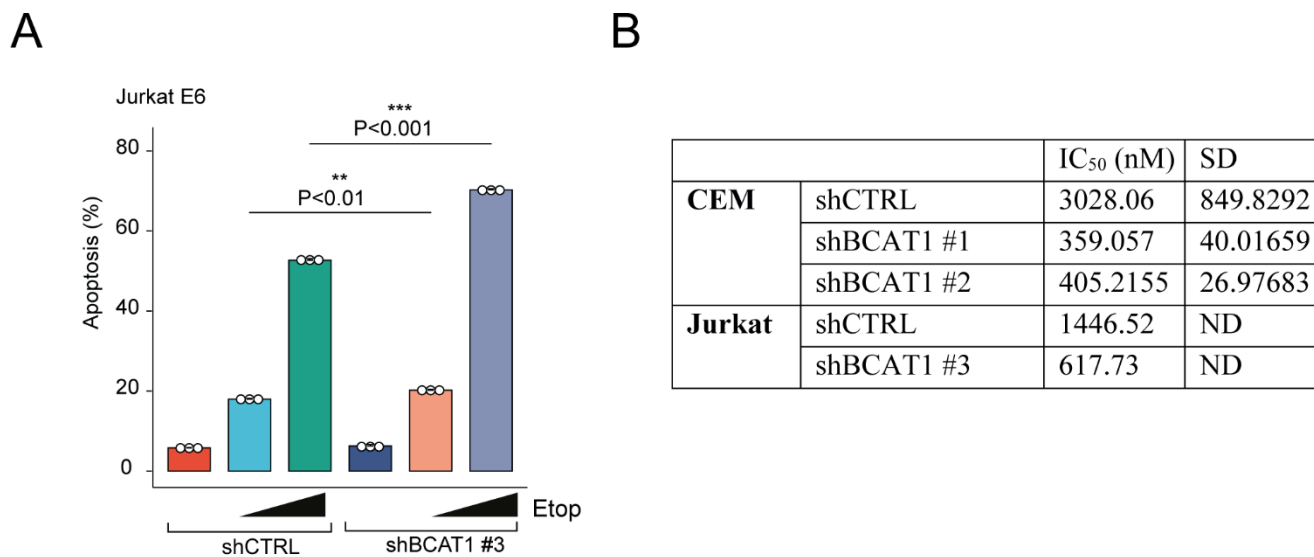

**Supplementary Figure S1.** BCAT1 loss sensitizes cells to apoptosis following etoposide treatment. **(A)** Quantification of apoptosis in Jurkat E6 T-ALL cells transduced with shCTRL or shBCAT1 (#3) and treated in vitro for 48h with DMSO (vehicle) or Etoposide (250 nM– 1  $\mu$ M). Significance was calculated using an unpaired two-tailed t-test. \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . **(B)** Half inhibitory concentration (IC<sub>50</sub>) for Etoposide in CCRF-CEM and Jurkat T-ALL cell lines transduced with shCTRL or shBCAT1 targeting vectors. SD: Standard deviation of IC<sub>50</sub> values obtained from two independent experiments. ND: Not determined.

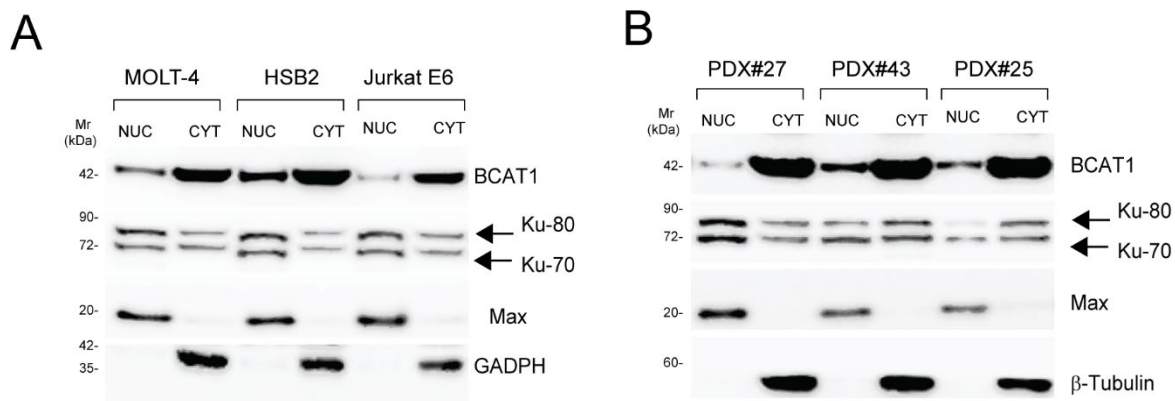

**Supplementary Figure S2.** Cellular distribution of BCAT1 and KU proteins in T-ALL cells. **(A)** Cellular localization analysis of BCAT1, KU70, KU80 via Western blot analysis of nuclear and cytoplasmic cell fractions in cell lysates from MOLT-4, CCRF-HSB2, and Jurkat E6 T-ALL cells. GADPH and Max proteins are shown as controls for cytosolic and nuclear fractions. CYT: cytoplasmic fraction; NUC: nuclear fraction. **(B)** Cellular localization analysis of BCAT1, KU70, KU80 via Western blot analysis of nuclear and cytoplasmic cell fractions in cell lysates from patient derived xenograft cells (PDX; PDX#27, PDX#43, PDX#25). Tubulin and Max proteins are shown as controls for cytosolic and nuclear fractions. CYT: cytoplasmic fraction; NUC: nuclear fraction.

**A**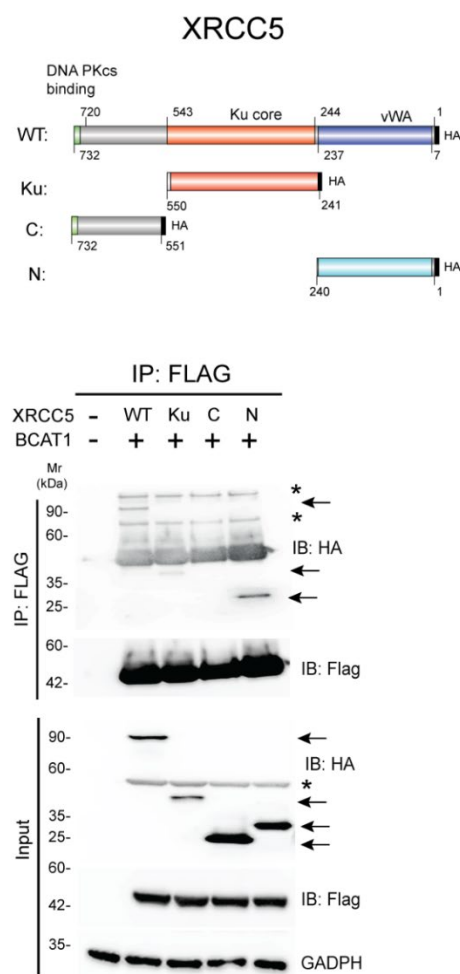**B**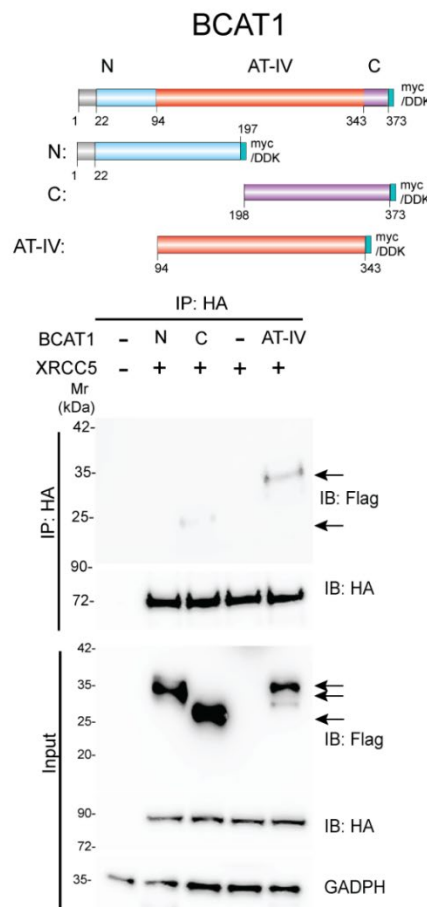

**Supplementary Figure S3.** BCAT1 interacts with KU80 protein. **(A)** Schematic representations of the plasmids encoding full-length (WT) and truncation mutants of XRCC5 (top). vWA: von Willebrand A domain. HEK 293T cells stably expressing epitope-tagged BCAT1 were transfected with the indicated plasmid. Cell lysates were subjected to IP with anti-FLAG beads followed by immunoblot analysis with the indicated antibodies. **(B)** Schematic representations of the plasmids encoding full-length (WT) and truncation mutants of BCAT1 (top). N: Branched chain amino acid aminotransferase-like N-terminal domain; AT-IV: aminotransferase class IV domain; C: Branched chain amino acid aminotransferase-like C-terminal domain. HEK 293T cells were transfected with HA-tagged XRCC5 and the indicated BCAT1 mutant plasmids. Cell lysates were subjected to IP with anti-HA beads followed by immunoblot analysis with the indicated antibodies. The arrows indicate expected positions of the respective proteins, and asterisks (\*) indicate non-specific bands.

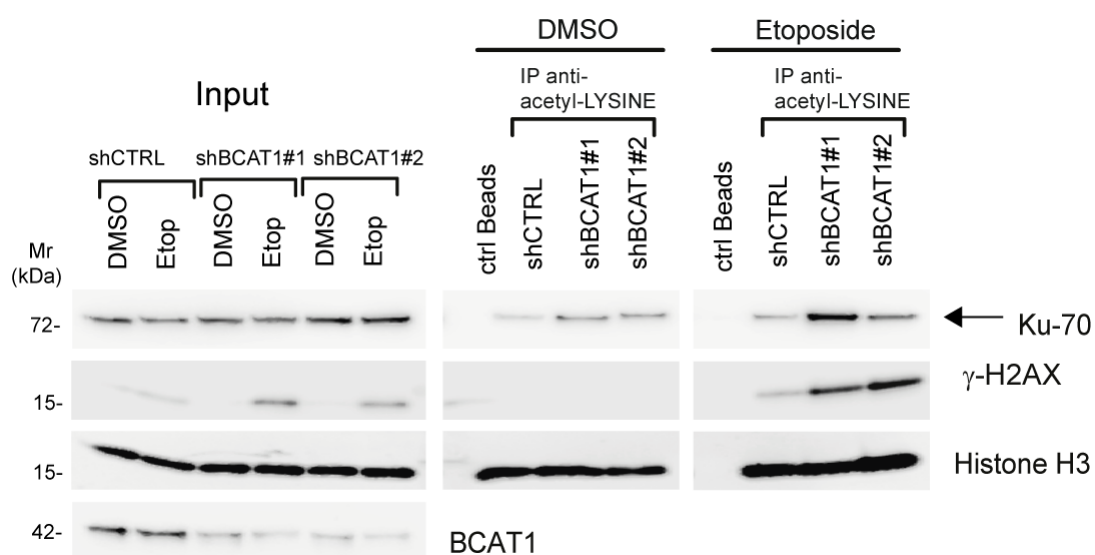

**Supplementary Figure S4.** BCAT1 depletion increases KU-70 acetylation. CCRF-CEM T-ALL cells transduced with shCTRL or shBCAT1 (#1 and #2) were treated with 1  $\mu$ M etoposide for 24h, subsequently whole cell lysates were collected and immunoprecipitated using anti-acetyl-lysine affinity beads or control beads and probed for KU70,  $\gamma$ H2AX. Total H3 was used as loading control (for input).

How the deposited data were processed for this re-analysis (not part of the article)

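Messenger RNA was measured in 18 libraries of CCRF-CEM cells with shCTRL, sh223 or sh329 after 24 h of DMSO or 1 µM etoposide, 3 libraries per group. The authors deposited raw counts of read pairs per gene, made by mapping with STAR and counting with featureCounts, and no normalization had been applied to these counts. The count table has 28395 genes, of which 650 carry no symbol in the RefSeq gene table of assembly GRCh38.p14. Rows with no symbol were kept under their Entrez number, and some of them were tested and are among the called genes. The 650 rows held 0.0456% to 0.0611% of the counts of a library.

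Genes with low counts were removed with edgeR's filter, libraries were scaled by TMM (factors 0.770 to 1.14), and 14359 genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 14 residual degrees of freedom in the model of 4 groups and 12 in that of 6 groups. The comparisons were shBCAT1 with shCTRL under each treatment, etoposide with DMSO in each arm, and the interaction. CPM values of BCAT1, KRT5 and EIF3CL are counts relative to the read pairs assigned to genes, without TMM factors. Those of JUN and CCNB1 are scaled by TMM. Gene lists (35 in all) were tested with camera of limma 3.58.1 at its preset correlation of 0.01, again with an estimated correlation, and with fry, which tests whether the members of a list move 1 way on balance and does not compare them with other genes. Where no p with an estimated correlation is given beside a camera call, the call also held with it. DESeq2 1.42.0 was run as an alternative, and Python 3.11.15 drew the figures.

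The genes named in the text are those the study names, for each comparison the 8 largest positive and 8 largest negative changes among called genes with a mean log2 CPM of at least 2 (apart from the interaction, only those with every library of 1 group above every library of the other), and up to 4 members of each list with the smallest p in a comparison. The text gives a selection of them, and a few are not reported here. Reads shared between genes were estimated as the share of a gene's 50-base pieces that also lie in another gene, from annotated transcripts of 24715 genes.

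The alternatives were other scalings, no filter or another filter on counts, DESeq2, a test against a 2-fold change, no minimum fold, the libraries of each comparison alone, each shRNA alone, the model of 6 groups, the libraries of the first project alone, the replicate number as a block, a fit without the marker genes of other cell types and the duplicated genes, and leaving out each library in turn. After the data had been seen, fits with the project as a term, without the library labelled shCTRL etoposide replicate 3 in several of these settings, and with offsets for GC content and gene length were added, as were the tests of gene lists that leave out 1 library. The test was checked on simulated counts in which 100 genes changed 2-fold and 100 changed 4-fold, upwards or downwards, among genes with a mean log2 CPM of at least 2. A change counted as recovered at an adjusted p under 0.05 with the right sign. The test recovered 86% and 99% of them for shBCAT1 with shCTRL under DMSO (14069 genes), 83% and 100% for that comparison under etoposide (14050 genes), 82% and 100% for etoposide in shCTRL cells (14059 genes), 94% and 100% for etoposide in shBCAT1 cells (14044 genes), and 58% and 97% for the interaction (14073 genes). Table S3 was not used for a test, because the copy at hand holds fewer rows than the table.

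Whether the replicate numbers pair the libraries was checked by the correlation of their deviations from the group means. Of 45 same-numbered pairs 8 had a correlation over 0.1 (range -0.325 to 0.482), and 7 of 18 libraries were closest to their own number. The 3 pairs of shCTRL DMSO and etoposide libraries were all over 0.1 (0.467, 0.245 and 0.482), although replicates 1 and 2 of these groups were also correlated across their numbers (0.459 and 0.24). The fit with the replicate number as a block among these 6 libraries was added after the data had been seen.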

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

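The tests of the epithelial and macrophage genes in the 6 libraries of the second project and of the genes called in 1 arm only were chosen after the result was seen, as were the tests of gene lists that leave out 1 library, the splits that keep each group of 3 libraries together and the block among the shCTRL libraries, and the others were chosen before.

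By edgeR's interaction test, the response to etoposide differed between BCAT1-depleted and control cells for 433 genes at an adjusted p under 0.05. It differed at least 2-fold as well for 72 of them. Without shCTRL DMSO replicate 1, 2 or 3 the number at both thresholds was 41, 45 and 39. Without shCTRL etoposide replicate 1 or 2 it was 795 and 836. With the replicate number as a block among the shCTRL libraries it was 158. BEST1 (2.23) and JUN (2.04) responded more, and CCNB1 (-0.99), PLK1 (-0.84) and AURKA (-0.65), each under 2-fold, less (log2 scale). By camera the interaction had a median of -0.57 for glycolysis and hypoxia, -0.48 for cholesterol synthesis, -0.37 for G2/M and mitosis and -0.53 for T-lineage genes, calls that held with an estimated correlation. The medians of lists whose call ended with it were -0.58 for the NRF2 antioxidant response, 0.29 for homologous recombination (0.02 with offsets for GC content and length, where the call ended), 0.17 for AP-1 genes, 0.0699 for DNA replication, -1.52 for replication-dependent histones (-0.32 without the library labelled shCTRL etoposide replicate 3, where the call ended) and -0.20 for housekeeping genes. With sh329 alone the calls ended for NRF2 (-0.69) and DNA replication (-0.00079). With sh223 alone they ended for homologous recombination (0.18), AP-1 genes (0.07) and housekeeping genes (-0.13). That of the histones also ended with the offsets (-0.94). Single libraries moved the medians of these lists too. With the library labelled shCTRL etoposide replicate 3 left out they were -0.27 for cholesterol synthesis, -0.25 for T-lineage genes, -0.17 for NRF2, 0.14 for homologous recombination and 0.11 for DNA replication. Without shCTRL etoposide replicate 1 they were -0.24 for G2/M, and 0.06 for AP-1, 0.09 for DNA replication and -0.34 for housekeeping genes, whose calls ended. Without replicate 2 they were 0.02 for AP-1, -0.35 for housekeeping genes and, where the call ended, 0.10 for DNA replication. The call of DNA replication also ended without shCTRL DMSO replicate 3 (0.08), sh223 DMSO replicate 1 (0.05) or 2 (0.05) and sh223 etoposide replicate 1 (0.04). Its median was 0.11 without shCTRL DMSO replicate 2, 0.14, 0.15 and 0.13 without sh329 DMSO replicates 1, 2 and 3, and 0.11 without sh329 etoposide replicate 2. That of housekeeping genes was -0.30 without sh223 etoposide replicate 1.

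In the 6 libraries of the second project, which the paper does not set apart, 422 genes were higher and 91 lower than in the other shBCAT1 libraries by edgeR. There KRT5 had a mean of 5.8 CPM (against 0.0225 in the 12 libraries of the first). EIF3CL, a copy of a translation initiation factor gene, had a mean of 25.4 (against 0.16). For the duplicated genes, the median log2 change of genes with at least 50% shared sequence was 0.288 (quartiles -0.0347 and 1.09). It lay 0.289 above that of genes with none, as a difference between the projects in how shared reads were assigned may give. A response to the shRNA and treatment together is not excluded for them, since the project numbers follow that combination. For the epithelial and macrophage genes, 44% of the 25 markers outside Tables S1 and S2 were higher in the 6 libraries, and the median absolute log2 difference between sh223 etoposide and sh329 DMSO was 0.266. RNA from other cells and a response to shRNA and treatment cannot be told apart here, since the project numbers follow that combination.

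The library labelled shCTRL etoposide replicate 3 differed at least 2-fold from replicates 1 and 2 for 4180 genes. A mislabelled shBCAT1 library is argued against by its median position of -0.0353 on the way from shCTRL (0) to shBCAT1 (1) over 311 genes, cells of another type by 0 of 117 markers that met the level and rise set for them (the highest of those with the rise was at 4.64 CPM), and a stronger response to etoposide by a rank correlation of -0.037 over 591 genes. After each library's trend with GC content and length was removed, 39.3% of the 4180 differences were left (1644 genes), so that a difference in RNA or library preparation that follows GC content and length may account for part of it. The BCAT1 level of that library lay below those of the shBCAT1 libraries in CPM without TMM factors, but not below all of them with these factors. These tests did not address that level. With offsets for GC content and length the fall of BCAT1 in shBCAT1 cells under etoposide was larger than in the main fit. After etoposide in shCTRL cells BCAT1 then changed little. A trend with GC content and length may therefore account for part of the low level too.

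Of the 819 genes called for etoposide in 1 arm only, the response itself differed between the arms by edgeR's interaction test for 76 (9.28%, adjusted p under 0.05 without a minimum fold). For the other 743, a difference in the response and falling short of the thresholds in the other arm cannot be told apart, because the test recovered 58% of simulated 2-fold interactions and the share that passed was 22.4% with sh223 alone, 29.8% with sh329 alone and 5.88% to 35% when 1 library was left out, highest without shCTRL etoposide replicate 2. In the 12 libraries of 1 project 3 of 407 passed (0.737%), where sh329 under etoposide is set against sh223 under DMSO so that the response is confounded with the shRNA, and in fits added after seeing the data, which leave out the library labelled shCTRL etoposide replicate 3, the share was 45.1% with sh223 alone and 45.1% with sh329 alone. In the fits with 1 shRNA alone the response of shBCAT1 cells is confounded with the project. The number upregulated in control cells only was 360, and 156 without the library labelled shCTRL etoposide replicate 3, which may therefore set part of that group. It was 162, 166 and 147 without shCTRL DMSO replicate 1, 2 or 3, and 1043 and 980 without shCTRL etoposide replicate 1 or 2.

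Other splits of the libraries of each comparison were compared with the real one. Under DMSO the real split of shBCAT1 and shCTRL called 720 genes and the highest other split 537, so that 1 of 84 splits was as large and chance can be excluded for the grouping of single libraries. That other split sets sh329 DMSO, of the second project, against the rest. Under etoposide the numbers were 975 and 271, with 1 of 84, and the highest other split again follows the project, with sh223 etoposide apart. A chance difference between the transduced lines is not excluded by these counts, because splits that mix the libraries of a line set alike libraries against each other and the 3 splits that keep each line whole are too few for a share under 0.05. They called 720 (shCTRL apart), 537 (sh329) and 0 (sh223) genes under DMSO and 975, 0 and 271 under etoposide by edgeR. In shBCAT1 cells the real split by etoposide called 519 genes and the highest other of 100 drawn 0 by edgeR, with 1 of 100 as large, so that chance can be excluded for the grouping of single libraries, although the split by project, counted separately, called 440 and that by shRNA 0. In shCTRL cells the 10 splits are too few for a share under 0.05, and the real split called 0 genes by edgeR (1518 at an unadjusted p under 0.05), as did the highest other (0), with 10 of 10 as large.

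Single libraries lay apart from the other 5 of a shBCAT1 group in 16 of 230 tests of a gene and group. Chance gives about 1 in 20 when the libraries of a group are of 1 kind. Each group here pools 3 libraries of either shRNA, from different projects, so the count cannot be compared with that share. In CPM these were, in sh329 DMSO replicate 1, RIPOR2 at 19.1, PLEK at 3.5, MT1H at 0.967 and ZC3H6 at 7.67, and in sh329 DMSO replicate 3 CD1A at 0.662. In sh223 DMSO replicates 1, 2 and 3 they were RN7SK at 5.92 and GTSE1 at 176, BAX at 29.4, and HSPH1 at 121. In sh223 etoposide replicate 1 they were MT1G at 113 and PCNA at 379, in replicate 3 RAG2 at 17.9 and MT2A at 218, and in sh329 etoposide PLK1 at 136 (replicate 1), DHCR7 at 150 and TXNIP at 448 (replicate 3).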

How the results depend on the processing

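The fits with 17 or 11 libraries (without the library labelled shCTRL etoposide replicate 3), with the project as a term, with offsets for GC content and length and with the replicate number as a block among the shCTRL libraries were chosen after seeing the data, as were the tests of gene lists that leave out 1 library. Over all settings, 6019 of 6348 values of 168 results for single genes kept their direction and side of the threshold, 257 no longer passed, 56 passed newly and 16 changed sign. The cause was not tested for any value below, apart from fits that hold fewer libraries. The following totals of called genes moved by more than 1.5 times. In the first project alone, where the shBCAT1 libraries are sh223 under DMSO and sh329 under etoposide, they were 345 and 771 for shBCAT1 with shCTRL under DMSO and etoposide, 192 and 343 for etoposide in shCTRL and shBCAT1 cells, 6 for the interaction, 64 for both arms, 128 for shCTRL cells only and 279 for shBCAT1 cells only. Without a minimum fold they were, in that order, 1966, 5232, 2719, 4830, 433, 1759, 919 and 3030, and with edgeR's test against a 2-fold change 139, 198, 3, 58, 0, 3, 0 and 55. For the interaction that test gave 123 genes at an unadjusted p under 0.05, and for shCTRL cells 308. In simulated counts at these depths edgeR recovered 58% of 2-fold changes of the interaction. With the libraries of each comparison alone, edgeR called 975 under etoposide, 0 in shCTRL cells, 0 in both arms and 0 in shCTRL cells only, with 1518 in shCTRL cells at an unadjusted p under 0.05. With sh223 alone the totals were 1076 for etoposide in shBCAT1 cells, 293 for the interaction and 893 for shBCAT1 cells only, and with sh329 alone 1049, 438 and 903 for these, and 1106 under DMSO. On 17 libraries they were 1325, 597 and 1182 with sh223, and 1445, 571 and 1229 with sh329, which gave 1418 for shBCAT1 with shCTRL under DMSO and 868 under etoposide. With the project as a term on 17 libraries they were 968 under etoposide and 148 for the interaction, and in the first project on 11 libraries 777, 342 in shCTRL cells and 224 in shCTRL cells only. Offsets for GC content and length gave 322 in shCTRL cells and 216 in shCTRL cells only. For the interaction no filter on counts gave 46 and DESeq2 169.

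Leaving out 1 library gave totals of 476 to 793 and 1017 to 2218 for shBCAT1 with shCTRL under DMSO and etoposide, 256 to 1374 and 555 to 710 for etoposide in shCTRL and shBCAT1 cells, 39 to 836 for the interaction, 99 to 204 for both arms, 157 to 1169 for shCTRL cells only and 410 to 591 for shBCAT1 cells only. The log2 fold change of BCAT1 was -0.70 to -0.59 under DMSO and -0.89 to -0.52 under etoposide, and it did not pass under DMSO when shCTRL DMSO replicate 1, 2 or 3 was left out. It was -0.43 with sh223 alone and -0.44 in the first project under DMSO and -0.47 in the first project under etoposide, which did not pass, nor did it pass the test against a 2-fold change at -0.65 and -0.68.

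The number of gene lists past camera's test was 3 to 4 under DMSO, 8 to 9 under etoposide, 6 to 8 for etoposide in shCTRL cells, 9 in every such fit for etoposide in shBCAT1 cells and 7 to 11 for the interaction when 1 library was left out. With an estimated correlation it was 2, 4, 5 and 4 (DMSO, etoposide, shBCAT1 cells, interaction), with fry 21, 19 and 18 (etoposide, shCTRL cells, shBCAT1 cells), and under DMSO 2 in the first project and 2 with sh223 alone. Under etoposide the lists of ATM signaling (median 0.12), BARD1 (0.027), p53 targets (0.035) and anti-apoptotic genes (-0.087) passed by fry. Leaving out 1 library, their medians were 0.02 to 0.19, 0.01 to 0.08, 0.02 to 0.15 and -0.16 to -0.06, and that of pro-apoptotic genes -0.05 to 0.04. The following values for single genes changed sign, most of them without passing the test on either side. With sh223 alone on 17 libraries, under etoposide, XRCC6 was at 0.17, BARD1 at -0.21, BAX at 0.039, CHEK2 at 0.23 and ATM at -0.034, and without the library labelled shCTRL etoposide replicate 3 XRCC6 was at 0.0597, BARD1 at -0.0904 and CHEK2 at 0.165 (over the fits that leave out 1 library, -0.503 to 0.0597, -0.0904 to 0.58 and -0.315 to 0.165). CHEK2 was also at 0.098 with the project as a term on 17 libraries, 0.092 on 11 libraries and 0.093 with sh329 on 17. With offsets CHEK1 was at -0.16 and FANCI at -0.015 under etoposide, and BCAT1 at 0.016 for etoposide in shCTRL cells. In shBCAT1 cells BCAT1 was at 0.049 with sh329 alone and 0.063 with it on 17 libraries. Of medians, that of p53 targets under etoposide was -0.014 with sh223 alone and -0.049 with offsets, that of DNA replication in the interaction -0.00079 with sh329 alone and that of the genes named in the study 0.031 with sh329 alone for etoposide in shBCAT1 cells. That of pro-apoptotic genes under etoposide was 0.0352 (lowest -0.0502, without sh223 etoposide replicate 1) without shCTRL etoposide replicate 1, and its test turned direction there, without shCTRL etoposide replicate 2 (-0.0401) or sh329 etoposide replicate 3 (-0.026), with fry (-0.031), with sh223 alone (-0.032), with offsets (-0.088) and with the block among the shCTRL libraries (-0.0198), never past the threshold. The median of keratinocyte markers under DMSO was -0.52 in the first project and 0 with sh223 alone, and camera's direction for housekeeping genes in the interaction turned with sh223 alone (median -0.13).

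With the replicate number as a block over all libraries the totals were 576, 1305, 403 and 602 for the comparisons in the order above, 57 for the interaction and 139 for both arms, with 242 genes upregulated in control cells only (of 360). With the block among the shCTRL libraries alone they were 681, 1323, 443, 655, 158 and 149, with 226.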

Differences from the paper's values

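The paper reports gene sets of ATM, BARD1 and p53 downstream signaling and of apoptosis as enriched in etoposide-treated BCAT1-depleted cells. With lists written for this work, since the gene sets of the paper were not used here, camera gave adjusted p = 0.254 for ATM signaling, adjusted p = 0.324 for the BARD1 list, adjusted p = 0.339 for p53 targets and adjusted p = 0.975 for pro-apoptotic genes. The kind of test differs too. The paper names ShinyGO on differentially expressed genes and GSEA on ranked genes, whereas camera tests a shift of a list in 1 direction. These values therefore cannot decide whether the paper's enrichment recurs. By edgeR, 7 members rose and 3 fell for ATM signaling, 5 and 2 for the BARD1 list, 8 and 8 for p53 targets and 4 and 7 for pro-apoptotic genes. In that order the tallies were 3 and 0, 3 and 1, 4 and 1, and 3 and 0 in the 12 libraries of 1 project. They were 10 and 4, 7 and 4, 15 and 10, and 9 and 7 without the library labelled shCTRL etoposide replicate 3. With offsets for GC content and length they were 7 and 9, 6 and 5, 12 and 13, and 8 and 9. The settings that did pass were those with fry, with adjusted p = 0.00208, adjusted p = 0.0102 and adjusted p = 0.000968 for the ATM, BARD1 and p53 lists, while pro-apoptotic genes had adjusted p = 0.831 by fry.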

Other observations

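The tests of gene lists with offsets for GC content and length or without 1 library and the block among the shCTRL libraries were chosen after the data were seen, and the others before. XRCC5 and XRCC6, which encode the KU80 and KU70 subunits that bind broken DNA ends, fell after etoposide in BCAT1-depleted cells, by 0.86 ± 0.04 and 1.05 ± 0.13 on the log2 scale (adjusted p of 1.1e-05 or less by edgeR). In control cells XRCC5 fell by 0.62 ± 0.06 (adjusted p = 6.62e-06 by edgeR), and XRCC6 was at -0.40 ± 0.19 (adjusted p = 0.14 by edgeR), or -0.80 without the library labelled shCTRL etoposide replicate 3 and -0.47 with the replicate number as a block among the shCTRL libraries, where it passed. The interaction was -0.24 ± 0.07 for XRCC5 (adjusted p = 0.087 by edgeR) and -0.65 ± 0.23 for XRCC6 (adjusted p = 0.133 by edgeR). With the library labelled shCTRL etoposide replicate 3 left out, the interaction was -0.24 for XRCC6, which did not pass, and -0.22 for XRCC5, which did. XRCC6 passed without shCTRL etoposide replicate 1 (-0.80) or 2 (-0.81), and both did with that block (-0.24 and -0.58). Between the arms under etoposide XRCC6 was at -0.34 ± 0.16 (adjusted p = 0.0986 by edgeR), or -0.49 and -0.50 without shCTRL etoposide replicate 1 and 2, which passed, and 0.06 without the library labelled shCTRL etoposide replicate 3, which did not. Of 20 genes of classical end joining, 2 rose and 4 fell under etoposide (2 and 4 when adjusted over the list alone), with a median of -0.09, a mean of 0.03 and a camera statistic pointing upwards (adjusted p = 0.868). DNTT, the template-independent polymerase of lymphocyte precursors, rose by 2.50 ± 0.45 (adjusted p = 0.000543 by edgeR), and PRKDC, the catalytic subunit of DNA-PK, was at 0.43 ± 0.21 (adjusted p = 0.113 by edgeR). Without shCTRL etoposide replicate 1 or 2 it was at 0.62 and 0.67 and passed, as it did with the block (0.55).

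Genes of T-cell precursors fell after etoposide in BCAT1-depleted cells, 7 of 27 with 1 that rose by edgeR (7 and 1 when adjusted over the list alone), with a median of -0.14 (camera, adjusted p = 0.0196), and with sh329 alone -0.17, where 8 fell and 3 rose but camera's call ended. When the library labelled shCTRL etoposide replicate 3 was left out, 12 fell and 3 rose (median -0.14). The genes that fell included TCF7 (-0.75 ± 0.05), RAG2 (-1.05 ± 0.11) and CD1A, a surface glycoprotein of thymocytes (-3.40 ± 0.42), with adjusted p of 9.05e-06 or less by edgeR. Under etoposide, 6 of 13 NOTCH1 targets were higher and 5 lower in BCAT1-depleted than in control cells (7 and 5 when adjusted over the list alone), with a median of 0.47 (camera, adjusted p = 0.181), and passed with offsets for GC content and length. Of 20 genes of branched-chain amino acid catabolism, 1 rose and 6 fell (1 and 6 when adjusted over the list alone, median -0.12, camera, adjusted p = 0.413). Of 16 genes of the NRF2 antioxidant response, 1 rose and 8 fell (1 and 8 when adjusted over the list alone, median -0.50, camera, adjusted p = 0.339), and of 29 histone acetylation enzymes 3 rose and 8 fell (3 and 8 when adjusted over the list alone, median -0.04, mean 0.03, camera, pointing downwards, adjusted p = 0.933). Of 21 monocyte and macrophage markers, 2 rose and 1 fell under DMSO (4 and 1 when adjusted over the list alone, median 3.24, camera, adjusted p = 0.309), and the list passed with sh329 alone.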
